# Conserved gene regulation during acute inflammation between zebrafish and mammals

**DOI:** 10.1038/srep41905

**Published:** 2017-02-03

**Authors:** G. Forn-Cuní, M. Varela, P. Pereiro, B. Novoa, A. Figueras

## Abstract

Zebrafish (*Danio rerio*), largely used as a model for studying developmental processes, has also emerged as a valuable system for modelling human inflammatory diseases. However, in a context where even mice have been questioned as a valid model for these analysis, a systematic study evaluating the reproducibility of human and mammalian inflammatory diseases in zebrafish is still lacking. In this report, we characterize the transcriptomic regulation to lipopolysaccharide in adult zebrafish kidney, liver, and muscle tissues using microarrays and demonstrate how the zebrafish genomic responses can effectively reproduce the mammalian inflammatory process induced by acute endotoxin stress. We provide evidence that immune signaling pathways and single gene expression is well conserved throughout evolution and that the zebrafish and mammal acute genomic responses after lipopolysaccharide stimulation are highly correlated despite the differential susceptibility between species to that compound. Therefore, we formally confirm that zebrafish inflammatory models are suited to study the basic mechanisms of inflammation in human inflammatory diseases, with great translational impact potential.

Understanding the molecular pathways governing inflammatory signaling is essential for advancing our knowledge of inflammatory-related human diseases. To this end, cultured immune cells and murine models are often used to control and study the mammalian acute inflammatory response^1^. These animal models have provided fundamental clues to understanding the mechanisms underlying human immunology and diseases, but recently, even murine models, the standard for inflammatory research, have been questioned as valid systems for the study human inflammatory diseases^1^,^2^. As a consequence, we sought to investigate if the zebrafish, an emerging animal model which has been proposed as appropriate to study vertebrate immunology^3^,^4^,^5^ and human diseases^6^,^7^,^8^,^9^,^10^, could reliably mimic human inflammatory diseases.

The advantages of using zebrafish for inflammatory research are numerous: small size, relatively rapid life cycle, external embryo maturation and transparency, ease of breeding and genetic manipulation, and a highly developed vertebrate immune system. However, there are noticeable differences between the mammalian and zebrafish immune responses, product of the evolutionary divergence, pathogen adaptation, and asymmetric evolution after the Fish Specific Genome Duplication^11^,^12^. One of these differential aspects is in the susceptibility to bacterial lipopolysaccharide (LPS – also known as endotoxin), which is routinely used to induce strong acute inflammation in mammalian studies^13^.

In mammals, LPS is specifically recognized by the TLR4-complex, a sensing receptor that is not evolutionarily conserved in fish^14^. While some fish species appear to have multiple copies of the *TLR4* gene, some of them soluble^15^, several sequenced fish genomes, such as *Tetraodon nigroviridis, Oryzias latipes*, and *Scophthalmus maximus*, lack TLR4 and its adapter proteins CD14 and MD2^16^,^17^,^18^, suggesting an alternative LPS-recognition pathway in fish. As in other fish, our knowledge of the recognition and signaling of LPS in zebrafish is far from complete. Although two TLR4 paralogs have been described in this species (*tlr4ba* and *tlr4bb*), they do not recognize LPS, likely due to differences in the extracellular structure^19^,^20^. Moreover, the reports for LPS signaling in zebrafish are unclear: it is described to signal both through *myd88*-independent^19^ and *myd88*-dependent^21^ pathways, but its detoxification and expression of proinflammatory markers appear to be *myd88*-dependent^21^,^22^. Regardless, zebrafish elicits a powerful inflammatory response to high LPS doses that can cause sepsis and death^22^,^23^,^24^,^25^ and reproduces certain mammalian characteristics, such as endotoxin tolerance^23^. Strikingly, a comprehensive description of the pathways and modulators activated during the LPS-induced acute inflammatory response and its correlation to mammalian inflammatory models to validate this zebrafish model is lacking.

In this work, we have analysed the transcriptomic modulations of different zebrafish tissues to LPS. The objective was to characterize the zebrafish genomic responses after an acute endotoxin stress event and determine whether they can accurately reproduce the mammalian acute inflammatory process despite the alternative, and currently uncertain, LPS-recognition mechanism. In this process, we sought to evaluate the zebrafish as a well-correlated and reliable model for in-depth acute inflammatory research.

## Results

### General transcriptomic modulation of the zebrafish inflammatory response

To analyse the general transcriptomic modulation during the zebrafish acute inflammatory response, kidney, liver and muscle were sampled from 9 month old adult zebrafish 3 hours after LPS intraperitoneal injection, and gene expression was investigated using commercial microarrays. 

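The arrays measured liver, kidney and muscle from wild-type fish of 9 months, sampled 3 hours after an injection of 10 μg of LPS or an equal volume of PBS. RNA from pools of 3 fish was hybridized to one-colour arrays, with 4 pools for each treatment and tissue and 24 arrays in all. The methods paragraph on the animals does not give their sex. Each array carried 43803 spots other than controls, which belong to 43603 probes. Through the accessions listed for the probes, 25069 of them matched a zebrafish gene symbol, which gave 12858 genes, and 24951 of the 26516 probes with a RefSeq mRNA accession matched. The authors deposited the scanner software's processed signal of each spot, an intensity from which the software had subtracted the background and removed spatial trends, and a table of normalized log2 values. The analysis began from the spots: the log2 signal was taken relative to each array's 75th percentile, spots that the software marked as outliers were left out, and the spots of a probe were averaged. For the probes with no outlier spot on any array, and after each probe was centred, 100% of these values lay within 0.01 of the authors' table on every array. A probe was tested where its raw signal lay between the 20th and the 95th percentile on at least 1 array of the comparison. LPS was compared with PBS by the moderated test of limma, and a gene was called differentially expressed when at least 1 of its probes had a Benjamini-Hochberg adjusted p under 0.05. The probe with the highest mean signal over the 24 arrays stood for a gene with several probes. The number of arrays limits the precision of every value.
The share of spots well above background was 42.5% to 52.4% on the PBS arrays of the liver and 39.4% to 55.7% on its LPS arrays. In the muscle it was 57.3% to 63.5% after PBS and 63.8% to 71.1% after LPS, so the ranges did not overlap. The 75th percentile of the raw signal in the muscle was also lower after PBS, at 379 to 732, than after LPS, at 738 to 1811. In the kidney 3 PBS arrays, all on 1 slide of their own that was scanned on another day, had 64.2% to 84.8% of spots well above background. The remaining PBS array shared its slide and its day with LPS arrays and had 54.6%, within the 50.1% to 61.7% of the LPS arrays. No spot was saturated on any array.

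**Figure D1:**
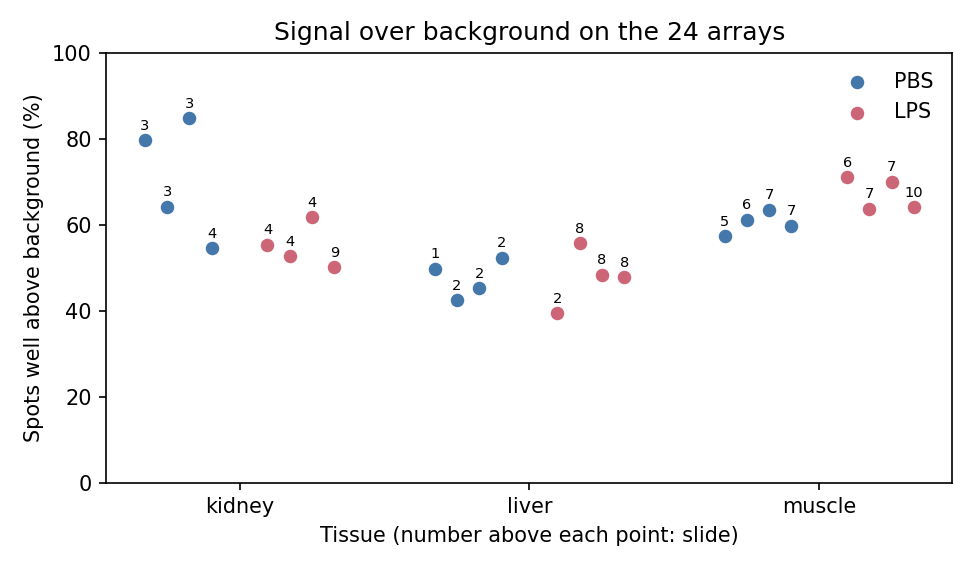
Percentage of spots well above background (y axis) on each of the 24 arrays, grouped by tissue (x axis) and coloured by treatment, with the number of the slide above each point. The 3 kidney PBS arrays of slide 3 lie at 64.2% or more, and the kidney PBS array of slide 4 lies at 54.6%.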

As a first approach to analyse the overall response to the stimulus, the microarray data obtained from the three tissues were explored as a whole and compared to characterized gene sets involved in immune responses using Gene Set Enrichment Analysis (GSEA) and the MSigDB (Molecular Signatures Database) C7 (*immunological signatures*) database (Supplementary Table 1A), which confirmed the resemblance between the gene modulation in zebrafish and the ones elicited in mammalian immune responses. In order to determine the main common genes between our data and the significantly similar gene sets, we used a leading-edge analysis^26^. 

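Over the 3 tissues together, the log2 signal of *il1b* relative to the array's 75th percentile was 1.45 ± 1.75 (SD, n = 12) after LPS and -3.88 ± 0.80 (SD, n = 12) after PBS. All LPS arrays lay above all PBS arrays, and the log2 fold change was 5.33 (standard error 0.54, limma adjusted p = 2.03e-06). The log2 fold change of *atf3* was 3.85 (standard error 0.56, limma adjusted p = 0.000626). For *junba* it was 1.66 (standard error 0.39), with a limma adjusted p of 0.0712 that fell short of the threshold. The difference in *myd88* over the 3 tissues, a log2 fold change of 0.52 (standard error 0.21, limma adjusted p = 0.802), did not pass the threshold after adjustment over all probes tested. Both probes of *myd88* pointed the same way. Within a tissue, the 4 LPS arrays of the liver lay above the 4 PBS arrays for *myd88* (log2 fold change 1.12, limma adjusted p = 0.167), while in the muscle the groups overlapped (-0.11, limma adjusted p = 0.972). The lookup tables pair no probe with the name *irak3*.

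**Figure D2:**
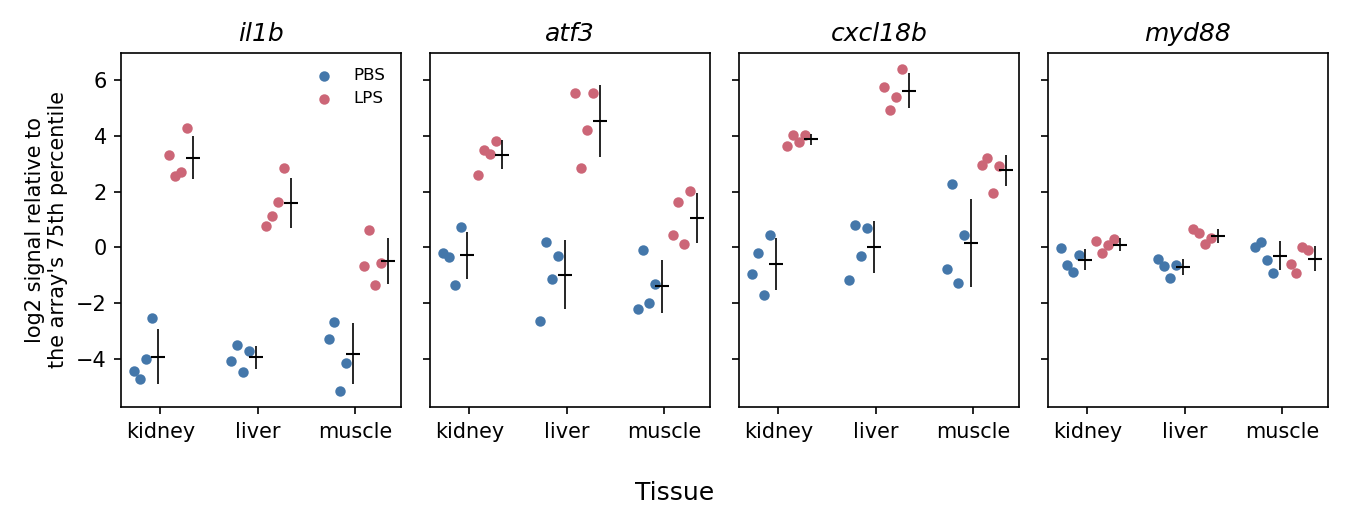
Normalized log2 signal (y axis) of *il1b*, *atf3*, *cxcl18b* and *myd88* on each array, by tissue (x axis) and treatment (colour), with the mean and SD of each group of 4 arrays in black. For *il1b* the LPS arrays lie above the PBS arrays in each tissue, and for *myd88* the groups overlap in kidney and muscle.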

Homologs to mammalian inflammatory responsive genes, such as *il1b, atf3, myd88, irak3* or *junba*, were found to be a biologically active subset of genes in these phenotypes, hinting at the involvement of typical mammalian inflammatory signaling pathways on the zebrafish response to LPS. In fact, mapping the gene modulation to different pathways using the curated MSigDB C2 (*canonical pathways*) database in GSEA resulted in significant enrichment for immune-related pathways, such as antigen detection and processing (e.g., *KEGG Toll-Like Receptor Signaling*), immune signaling (e.g., *Reactome NFKB and MAP Kinases Activation Mediated by TLR4 Signaling Repertoire*) and apoptosis (e.g., *Biocarta Caspase Pathway*).

We complemented the gene enrichment analysis studying single genes with statistically differential expression in response to the inflammatory stimulus. Overall, 128 characterized genes were found to be significantly regulated 3 hours after the LPS injection across all studied tissues. 

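In the comparison of 12 LPS with 12 PBS arrays, with no term for the tissue, 56 genes with a symbol were called, all of them higher after LPS. Counted with or without a gene symbol, 127 of 42434 probes tested were called, 126 higher and 1 lower, and these stand for 103 target accessions. At an unadjusted p under 0.05 the count was 1858 probes. The alternatives that moved the count most in each direction were slide as a fixed block, with 8 genes, and, among those listed in advance, a term for the tissue, with 145 genes. The 145 included all 56.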

The majority of the most significantly modulated genes were well-recognized inflammatory effectors, such as interleukins (*il1b, cxcl8a, il6*), chemokines (*cxcl11.1, cxcl18b, ccl34a.4*), and anti-inflammatory agents (*atf3, socs1b*) (Supplementary Table 2A).

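The called genes with the largest log2 fold change over all tissues whose LPS and PBS arrays did not overlap were *il1b* and *nfkbiaa*, an inhibitor of NF-κB, and no other called gene met this condition. The log2 fold change of *nfkbiaa* was 2.90 (standard error 0.37, limma adjusted p = 0.000113). Among the chemokines, *cxcl18b* had a log2 fold change of 4.22 (standard error 0.48, limma adjusted p = 1.85e-05) and *ccl34a.4* one of 3.30 (standard error 0.56, limma adjusted p = 0.00332). With each array left out in turn, *cxcl18b* stayed between 4.01 and 4.44 and *ccl34a.4* between 3.02 and 3.55. Of the 35 genes that the paper names and that the arrays identify, 17 were called, and 29 when adjusted over the list alone, of which 28 were higher and 1 lower. The paper chose these genes on the same arrays, so the second count is not independent evidence. No probe could be paired by name with *cxcl8a*, *il6*, *cxcl11.1* or *socs1b*.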

### Tissue-specific transcriptomic modulation to LPS

To better understand the zebrafish inflammatory responsiveness to acute LPS stimulus, we analysed the specific transcriptomic modulation of individual tissues and how it contributed to the overall gene modulation. In concordance with the above results, comparison of the gene expression in response to LPS from each tissue to the MSigDB C7 (*immunological signatures*) to search for gene enrichment produced significant results with datasets from mammalian LPS stimulated samples (Supplementary Table 1B-D), though the level and significance of the enrichment were variable. In this regard, the kidney –the main hematopoietic tissue in fish– was the tissue with most number of significant results in the enrichment with immunological datasets, whereas liver and muscle tissue had lower immunological enrichment scores.

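GSEA was run in each tissue on the 16 gene sets that the paper lists in Supplementary Table 4, over all 70 relabellings of 8 arrays, so the smallest nominal p a set could have was 0.0286. Some of the 16 sets come from zebrafish and the others from mammals. At an FDR under 0.25, 11 sets were enriched in the kidney, all of them among genes higher after LPS. In the liver 11 sets were enriched, 9 among genes higher after LPS and 2 among genes lower. In the muscle none of the 16 was. The kidney count fell to 0 without PBS replicate 3 and ranged up to 12 with other arrays left out, while that of the liver stayed at 9 to 11. The normalized enrichment score ran from -1.35 to 1.67 in the kidney, from -1.51 to 1.54 in the liver and from -1.23 to 1.25 in the muscle. By camera with its preset correlation, at an adjusted p under 0.05, 11 sets were called in the kidney, 10 in the liver and 6 in the muscle. Under fry all 10 of the liver held and 0 of those of the kidney and the muscle did, and with an estimated correlation 0 held in any of the 3 tissues. The paper's own comparison used the full MSigDB immunological collection, which the files do not include.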

Pathway modulation analysis in the kidney correlated well with the general overview, meaning that there was significant enrichment of genes belonging to different inflammatory signaling routes and apoptosis in the LPS-stimulated kidney (Fig. 1A,B). Additionally, 45 genes, the majority of which being cytokines and growth factors (i.e., *ccl-c25y, ccl34.a, ccl35.2, ccl22, csf3, cxcl8a, cxcl11.1, il10, il1b, il6, tnfa*), were found to be statistically upregulated in the stimulated kidney, while only *cnksr2* was found down-regulated (Supplementary Table 2B). 

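In the kidney, 11 genes were called, all higher after LPS. Counted with or without a gene symbol, 32 of 40141 probes tested were called, which stand for 28 target accessions. At an unadjusted p under 0.05 there were 2731 probes. In 10 of the 11 genes every LPS array lay above every PBS array. Chance gives groups that do not overlap, in either direction, in 2.86% of genes not chosen by their test, and these genes were chosen by theirs on the same arrays, so the count adds little to the calls. The normalized log2 signal of *il1b* was 3.22 ± 0.77 (SD, n = 4) after LPS and -3.91 ± 0.98 (SD, n = 4) after PBS, a log2 fold change of 7.13 (standard error 0.58, limma adjusted p = 0.0107). The next largest changes among these 10 genes were those of *plekhs1.3* (5.18, standard error 0.72), which is called through its other probes, *il10* (5.08, standard error 0.52), *tnfrsf18* (4.89, standard error 0.48), *cxcl18b* (4.46, standard error 0.47) and *pglyrp5* (4.19, standard error 0.43). The limma adjusted p of the last 4 lay between 0.0192 and 0.0256. Several genes moved with a large change and missed the threshold: *tnfa* had a log2 fold change of 4.40 (standard error 0.64, limma adjusted p = 0.0783) with every LPS array above every PBS array. Of the genes that the older name *csf3* reaches, only *csf3b* has a matched probe, which may not be the paper's. The change of *csf3b* was 1.90 (standard error 0.91, limma adjusted p = 0.556), and the groups overlapped. The gene rose and fell with a list of oocyte genes over the kidney and muscle arrays. The count was 0 with any of 6 arrays left out in turn, 14 without PBS replicate 3 and 19 without PBS replicate 4. With a block for the replicate number, which may pair the kidney arrays, 1 gene was called. With the slide as a fixed block none was, although the median log2 fold change of the 7 called genes that the paper names was 3.38 between the 3 LPS arrays of slide 4 and the single PBS array on that slide. No probe could be paired by name with *ccl35.2*, *ccl22* or *cnksr2*.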

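Among the regulators of transcription that the arrays identify by name, *atf3* had a log2 fold change of 3.60 (standard error 0.49, limma adjusted p = 0.0601) in the kidney and *nfkb2* one of 2.31 (standard error 0.34, limma adjusted p = 0.0874). Every LPS array lay above every PBS array for both genes, and both fell short of the threshold. The 3 probes of *nfkb2* gave log2 fold changes from 2.00 to 2.31.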

Up to 48 transcription factors were classified as putatively active and orchestrating gene expression during the zebrafish inflammatory response in the kidney based on the combined information of the significantly modulated genes and the enrichment of their targets (Fig. 1C, Supplementary Table 3).

In the liver, enrichment analysis of pathways and transcription factor targets produced no significant results. The absence of gene enrichment contrasted with the fact that the liver had 125 significant differentially expressed genes 3 hours after the LPS stimulation, which was the highest number in the three tissues. 

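In the liver, 82 genes were called, 68 higher and 14 lower after LPS. Counted with or without a gene symbol, 167 of 40103 probes tested were called. The median residual SD of a probe was 0.709 (log2) in the liver, against 0.805 in the kidney and 0.816 in the muscle. In 76 of the 82 genes the LPS and PBS arrays did not overlap, and these too were chosen by their test on the same arrays, so the share that chance gives (1 in 35 genes) does not apply to them. The largest change among them was that of *cd83*, with a log2 fold change of 6.10 (standard error 0.76, limma adjusted p = 0.00947), which ranged from 5.41 to 6.71 with each array left out. The count moved from 14 genes without LPS replicate 4 to 1114 genes without PBS replicate 2. Of the called genes, 33 were also called over all tissues and 6 in the kidney. The test of the difference between the effects in kidney and liver called 0 genes by limma, with 3410 of 42434 probes at an unadjusted p under 0.05. Of the 14 genes lower after LPS, 10 followed the list of oocyte genes over the kidney and muscle arrays.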

Most of the differentially expressed genes were categorized as immune signaling and apoptosis genes (Supplementary Table 2C). For example, similar to the kidney, a high number of cytokines (*ccl19a.1, ccl20a.3, ccl34.4, ccl35.2, ccl39.1, cxcl8a, cxcl11.1, cxcl18b, ifng1-2, il1b, il10, il34, tnfa*) and apoptosis-related genes (*card9, casp9, cflara, diabloa*) were modulated.

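In the liver, no PBS array showed *il1b* well above background, and the signal after LPS was at least 20.9-fold higher than the background limit. The same bound was at least 2.85-fold for *ifng1* and at least 2.37-fold for *il10*. The log2 fold change was 5.60 (standard error 0.53, limma adjusted p = 0.00275) for *cxcl18b* and 5.58 (standard error 0.69, limma adjusted p = 0.00898) for *ccl20a.3*, whose value on LPS replicate 2 was 2.92 against 4.62 to 4.93 on the other LPS arrays. The chemokines *ccl34a.4* and *ccl19a.1* changed by 4.61 (standard error 0.66) and 3.69 (standard error 0.61), *tnfa* by 3.97 (standard error 0.62) and *il34* by 3.31 (standard error 0.52), each with a limma adjusted p between 0.0187 and 0.0331. When the 8 arrays were left out in turn, *tnfa* held its call in 2 of 8 cases (log2 fold change 3.51 to 4.56), *ccl19a.1* in 3, *ifng1* in 4, *ccl34a.4* in 5, *il10* in 6, *ccl20a.3* in 7 and *il34* in all 8. These are calls by any probe of a gene. By the probe that gives its fold change, *il34* held its call in 3 of 8 cases. In contrast, all 3 probes of *ccl39.1* fell, and its log2 fold change was -3.97 (standard error 0.51, limma adjusted p = 0.0113). Of the apoptosis-related genes, *diabloa* fell from a normalized log2 signal of 6.02 ± 1.12 (SD, n = 4) to 1.65 ± 0.45 (SD, n = 4), a log2 fold change of -4.37 (standard error 0.55, limma adjusted p = 0.0112). It was called by any probe in all 8 cases and by the probe of this fold change in 6. The change of *casp9* was 2.87 (standard error 0.52, limma adjusted p = 0.049), and it held its call without 2 of the 8 arrays. All 3 probes of *card9* rose and none passed the threshold (2.66, standard error 0.48, limma adjusted p = 0.0508). No probe could be paired by name with *ccl35.2*, *cxcl8a*, *cxcl11.1* or *cflara*.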

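In the muscle, limma called 0 genes among 40400 probes tested, of which 1235 had an unadjusted p under 0.05, and the smallest adjusted p was 0.352. The log2 fold change of *irf1b* was 3.06 (standard error 0.53, limma adjusted p = 0.722) and that of *il1b* was 3.32 (standard error 0.62, limma adjusted p = 0.916). For both genes every LPS array lay above every PBS array. Of the 35 genes named by the paper, none was called, and 7 were when adjusted over the list alone, all of them higher after LPS. The count stayed at 0 with each array left out in turn. It was 2 when the 24 arrays were fitted together in 6 groups, and 3 with the level of the oocyte genes as a covariate, an alternative chosen after seeing the data.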

Concerning the muscle tissue alone, no differentially expressed genes were found to be statistically significant after the LPS injection. Nevertheless, GSEA determined that there was significant enrichment of the genes related to the *Signaling Gateway CD40 Pathway* (Normalized Enrichment Score = 1.88; p-value = 0.000; FDR = 0.206) and of the HOXA5 transcription factor targets in the stimulated muscle (Supplementary Table 3). 

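Of the 16 sets of Supplementary Table 4, the 2 with the highest normalized enrichment score in the muscle were the genes upregulated in human monocytes after LPS (1.25, exact nominal p = 0.171, FDR = 1) and the genes higher in unstimulated dendritic cells than after LPS (1.21, exact nominal p = 0.257, FDR = 1). Neither exceeded what relabelling the 8 arrays gave. With muscle PBS replicate 2 left out, 8 sets passed an FDR of 0.25. The CD40 pathway and the HOXA5 targets belong to collections that the files do not include.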

Though none of the genes were statistically significant at the selected FDR cut-off, the upregulation of gene sets belonging to immune signaling pathways and the significant enrichment of datasets from LPS stimulated tissues in GSEA revealed that the inflammatory response in the muscle was present, albeit not as strong as in the other analysed tissues.

### Comparison between the zebrafish and the mammalian response to LPS

To investigate the similarities and differences between the zebrafish and mammalian response to LPS, we analysed the correlation between differentially expressed homolog genes in zebrafish and mice using the nonparametric Spearman’s correlation coefficient. Similarly to previous works, we compared the gene modulation in our zebrafish model to mammal inflammatory diseases, considering the correlation of genes significantly differentially expressed in human or mouse regardless of their significance in zebrafish^2^ (Supplementary Fig. 1) as well as only genes that were significantly differentially expressed in both species^1^ (Fig. 2). Although significant, all correlations were poor when considering zebrafish homologs regardless of their statistical significance in both species studied but greatly improved when considering only significant genes in both species. Due to the similarity in their stimulus, the zebrafish LPS response and the mouse sepsis model was the highest correlated comparison.

To highlight the importance of properly mimicking the conditions of inflammatory diseases in animal models, we also compared the gene modulation between similar mouse and zebrafish conditions, tissues and timing. Shortly after intraperitoneal LPS stimulation, the differentially expressed genes in the liver, kidney, and both tissues together between the zebrafish and mouse LPS response were found to be highly similar (Fig. 3). In fact, approximately 84% of the homolog genes in the kidney and 68% in the liver retained directionality between the two species. 

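Of the genes of the mouse kidney lists in Supplementary Table 4, 141 matched a zebrafish gene by symbol, and 37 of these had an unadjusted p under 0.05 in the zebrafish kidney. All 37 are listed as higher in the mouse kidney, so no gene listed as lower was compared. Of the 37, 31 moved the way of the mouse list, or 83.8% (exact Clopper-Pearson 95% interval 68.0% to 93.8%). With the mouse liver lists, 61 of 72 genes did, or 84.7% (74.3% to 92.1%), from 271 that matched. Of these, 50 of the 55 listed as higher in the mouse liver were higher in zebrafish, and 11 of the 17 listed as lower were lower. The interval covers counting error only, and genes are not independent replicates. When all matched genes were taken, whatever their p, the share was 63.8% in the kidney and 68.2% in the liver.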

Interestingly, most of the homolog genes were commonly upregulated in both species and across tissues in the same species. In addition, tissue-specific modulations were maintained between the two species. For example, the cytokines *Ccl20 (ccl20a.3*) and *Ifng (ifng1-2*) were only significantly modulated in the liver, while *il4i1* was only modulated in the kidney of the mouse and zebrafish. 

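Between the 2 zebrafish tissues, 255 genes had an unadjusted p under 0.05 in both liver and kidney. Across these genes, which are not independent replicates, the log2 fold changes had a Spearman rho of 0.831 and a Pearson r of 0.881. Of the 255, 209 were higher after LPS in both tissues, 43 were lower in both and 3 moved in opposite directions. With kidney PBS replicate 3 left out, rho over the genes with an unadjusted p under 0.05 in both tissues was 0.543. Across all 11661 genes kept in both tissues, whatever their p, it was 0.187. The kidney scan days differ between PBS and LPS, and with the slide as a fixed block, which leaves 101 genes, rho was -0.20. With the scan day as a fixed block in the kidney, chosen after seeing the data, it was -0.66 over 201 genes, of which 109 followed the list of oocyte genes. Both blocks leave 1 PBS array on the slide or day of the kidney LPS arrays, so these values rest on an arm of 1 array. From the correlations of Fig. 3, the paper concludes that the responses of liver and kidney to LPS were highly similar between zebrafish and mouse.

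**Figure D3:**
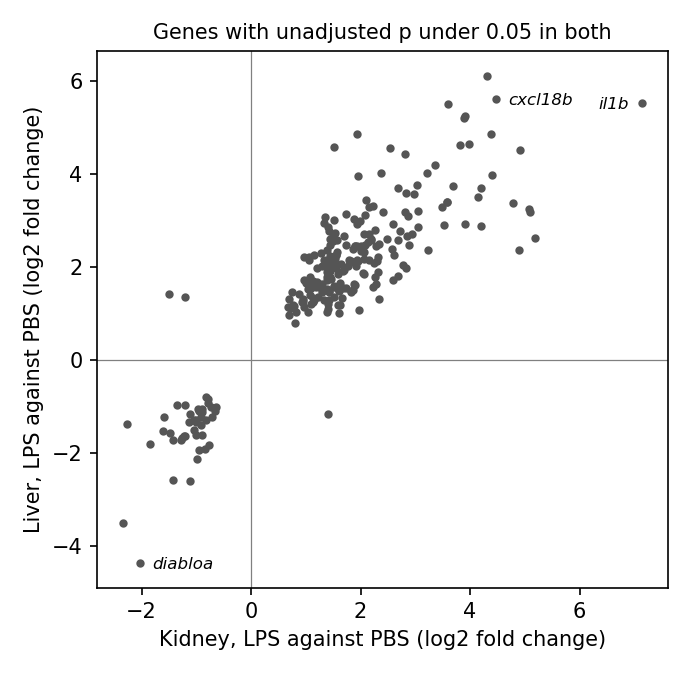
Log2 fold change after LPS in the liver (y axis) against that in the kidney (x axis) for the 255 genes with an unadjusted p under 0.05 in both tissues, 1 point per gene. Of these, 209 lie in the upper right corner and 43 in the lower left.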

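In the kidney, *ccl20a.3* had a log2 fold change of 1.69 (standard error 0.74, limma adjusted p = 0.556), and both its probes gave a similar value. With each array left out it lay between 1.00 and 2.01. The normalized log2 signal on kidney LPS replicate 2 was 2.73, against -0.30 to 0.28 on the other kidney LPS arrays. Liver RNA may be present in that pool, so this value may not be the kidney's own. The difference between the effect on *ccl20a.3* in kidney and in liver was -3.89 (standard error 1.12), with an unadjusted p of 0.0022 and an adjusted p of 0.564 from the limma interaction, so it did not pass the threshold. For *ifng1*, the kidney log2 fold change was 3.57 (standard error 0.64, limma adjusted p = 0.184), with the 4 LPS arrays above the 4 PBS arrays. In the liver no PBS array showed *ifng1* well above background, so a difference between its effects in kidney and liver cannot be measured. Among the genes the paper names, none had an interaction between tissues that passed the threshold. The largest was that of *plekhs1.3*, 5.86 between kidney and muscle (standard error 1.01, limma interaction adjusted p = 0.133). The files do not pair a probe with the name *il4i1*.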

Importantly, directly comparing gene modulation between our studied zebrafish tissues and mouse LPS-stimulated white blood cells resulted in poor gene correlation values.

Finally, we directly compared the overall modulation using datasets from LPS-stimulated mouse, human and zebrafish tissues. The gene sets from mouse and zebrafish were highly bidirectionally ranked in GSEA, confirming the resemblance between the zebrafish and mammalian response to LPS as seen in the correlation studies (Table 1). 

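Over the 24 arrays, GSEA with the real labels and 99 random relabellings found 13 of the 16 sets enriched at an FDR under 0.25, 11 among genes higher after LPS and 2 among genes lower. Not all 16 sets are mammalian. Zebrafish lists are among the 11, such as genes higher in embryos after LPS (normalized enrichment score 1.69, FDR = 0.0202). The counts are therefore not a measure of agreement between species alone. The genes upregulated in human monocytes after LPS had a normalized enrichment score of 2.09 (FDR = 0.0144, 121 genes). The genes upregulated in the mouse liver scored 1.65 (FDR = 0.0217, 197 genes) and those upregulated in the mouse kidney 1.64 (FDR = 0.0206, 130 genes). The 11 genes listed as downregulated in the mouse kidney were also enriched among genes higher after LPS in zebrafish, with a score of 1.62 (FDR = 0.0217). The 71 genes listed as downregulated in the mouse liver were not enriched (-0.90, FDR = 0.818). Mammalian symbols were matched to zebrafish symbols by name, which differs from the homology table the paper used. The 10 sets called by camera with its preset correlation were all among the 13, of which 9 held under fry and 7 with an estimated correlation. The count was 11 to 13 with each array left out. From the ranking of the sets in both species, the paper concludes that the zebrafish and the mammalian response to LPS resemble each other.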

On a pathway level, 75% of the gene sets from pathways determined to be significant during zebrafish inflammation were commonly enriched in the mouse following LPS stimulation. Moreover, 23 potential transcription factors were found to be common between the two species and were imported into NetworkAnalyst to create a network of evolutionary conserved gene regulation in response to LPS. NetworkAnalyst significantly differentiated three modules in the network: the response to stress and intracellular immune signaling, apoptosis and cellular cycle, and cytokine regulation and production (Fig. 4).

## Discussion

Due to controversial reported differences in gene modulation during inflammatory stimulation, the use and applicability of murine models, and consequently of animal inflammatory models in general, has been questioned over the past few years^1^,^2^. At the same time, the zebrafish is gaining popularity as a model for studying human diseases and vertebrate immunology. However, if the use of murine models for studying human inflammation processes is questioned, how relevant can a more evolutionarily distant species such as zebrafish be for modelling human diseases? More importantly, the whole zebrafish transcriptomic response during acute inflammation and its correlation to the mammalian response is still unknown.

In this study, we demonstrate how gene modulation in zebrafish after administration of LPS, an inflammatory bacterial compound without evolutionary conserved detection mechanism and susceptibility^13^,^14^ is in concordance to that of mammals. As a consequence, we concur with the previous observation that despite the physiological differences between species and the altered susceptibility and responsiveness to specific pathogens or inflammatory inducers, inflammatory signaling is largely conserved across evolution^13^, and zebrafish inflammatory models can successfully represent human inflammatory responses.

We characterized the zebrafish inflammatory response both by analysing genes with statistically significant fold-changes and by systematically using a gene-ranking algorithm, GSEA, which allows for the comparison of microarray data and gene lists from different experiments and across different species to determine the similarities^26^. Similar to mammals, the zebrafish transcriptomic response to the inflammatory stimulus affected primarily genes associated with the detection, processing and signaling of external antigens, immune defence pathways and apoptosis.

The basal condition of different tissue types greatly affects specific gene regulation, as the same gene in different cell types may produce unexpected or even opposite functions^27^. To account for these variables, we compared the differential transcriptomic response to LPS between three distinct representative zebrafish tissues: the kidney, the main hematopoietic tissue in fish with well-recognized immune functions in teleosts; the liver, an organ serving mainly metabolic functions but with an infiltrated immune cell population; and the muscle, which has limited immune functions. While every tissue correlated well with the overall modulation of immunologically enriched gene sets, the strength and significance of the correlation for the expression of specific genes varied between the tissues. In concordance with their expected functions, we found that the kidney tissue was the most enriched in immune pathways and interactors, and the liver had most differentially expressed genes but less immune enrichment. We could not identify any differentially expressed gene in the muscle at the restrictive significance levels used, but GSEA determined that there was a tendency to increase gene expression of the immune-related CD40 signaling pathway.

Finally, we directly compared the overall transcriptomic modulation following LPS treatment between zebrafish and mammals. At this point, it is necessary to emphasize the current problems with establishing homologous relationships between distant species, in this case, between the zebrafish and mammal genomes. Since the first early drafts of the zebrafish genome became available, significant advances to the genome quality have been made and new genomes of species positioned evolutionarily between zebrafish and humans have been sequenced. In addition, computational methods are being developed to aid with comparative genomics. However, homology prediction for the majority of the zebrafish genome is still based on sequence similarity and not functional characterization, which may be prone to error^28^,^29^. 

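The arrays carry probes for *tlr4ba*, *tlr4bb*, *c3b.1* and *c3b.2*. The signal of *tlr4ba* was well above background on 2 of 12 LPS and 3 of 12 PBS arrays, so its level is mostly not measurable on these arrays. That of *tlr4bb* was above background on 11 of 12 LPS and 9 of 12 PBS arrays, with a log2 fold change of 0.56 (standard error 0.46, limma adjusted p = 1) over the 3 tissues. In the liver, *c3b.1* had a log2 fold change of 0.22 (standard error 0.74, limma adjusted p = 0.979) and *c3b.2* one of -1.05 (standard error 1.09, limma adjusted p = 0.74). None of the 4 genes was called in any tissue.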

Two inflammation-related examples are the *tlr4ba* and *tlr4bb*, and the *c3b.1-2* zebrafish genes, which were predicted to be orthologs of human *TLR4* and *C3* until in depth studies proposed that these genes were ohnologs^20^ and paralogs^30^, respectively.

Moreover, as discussed below, LPS susceptibility is not evolutionary conserved between the studied species^13^, mainly due to the absence in fish of a functional highly-specific TLR4-mediated LPS detection system as in mammals^14^. In consequence, fish are generally regarded as less sensible to LPS^9^. However, the concentration of intraperitoneally injected LPS used to achieve the endotoxemia state in zebrafish (10 mg/kg of *E. coli* 0111:B4 in this and previous studies), is the same as in other murine models^31^,^32^,^33^. As the required LPS doses to promote sepsis depends on the LPS bacterial origin species, serotype, the administration method, and the specific animal conditions and strains^34^,^35^,^36^, caution must to be taken when comparing LPS doses between animal models.

Strikingly, despite the aforementioned discrepancies, we report how specific gene regulation is well conserved across evolution in inflammatory diseases. The Spearman’s correlation coefficient test of differentially expressed homologs resulted in significant correlation levels between zebrafish LPS response and mammal inflammatory diseases, especially in the response to a similar insult: sepsis and purified LPS. Although it is true that, as Seok *et al*. reported^2^, correlations are poor when considering the modulation of genes significantly expressed in only one animal regardless of their significance in the other model, we agree with Takao *et al*. in that to detect the true responses shared in the animal model, only genes significantly differentially expressed in both species must be considered^1^.

Moreover, our analysis evidences that, to successfully obtain high correlation between an animal model and the condition it represents, the environment has to be carefully mimicked. In consequence, we compared the gene modulation of similar zebrafish and mouse shortly after LPS stimulation, obtaining high correlation values of 0.40 to 0.44. Considering that reported correlation values between human and mouse models for inflammatory diseases range between 0.43 and 0.68^1^, we can affirm that the modulation of gene homologs between the zebrafish and mammals is highly conserved. It is noteworthy that not only were the majority of gene homologs across all of the comparisons upregulated in both species in response to the inflammatory stimulus (50–75%) but the same behaviour was also accentuated between both mouse and zebrafish tissues (83–84%).

Finally, independently of the comparison of specific homolog genes, we could positively correlate the overall gene modulation of the zebrafish, mouse and human datasets after LPS stimulation. In fact, we found a high degree of conservation between the zebrafish and mammal transcription factors and pathway signaling in response to LPS. These results confirm previous observations that, although the specific components assumed to interact with the pathogens are more divergent, the intracellular signaling components in vertebrates are highly conserved^37^.

Zebrafish models possess many of the advantages of invertebrate models while also containing a highly developed immune system, which allows for easy visualization of *in vivo* inflammatory processes in a whole-animal context and relatively easy high-throughput analyses. Consequently, it is not difficult to understand why the zebrafish repeatedly has been proposed as a promising model for the study of basic and human immunology and many human diseases are being modelled in this animal^8^. However, animal models can only reproduce certain aspects of human disorders, and there are many challenges on the translational impact of inflammatory animal models that will only be solved by correctly mimicking the conditions of each disease^38^. In summary, we validated the use of the LPS-stimulated zebrafish model to study acute inflammatory signaling in mammal diseases, demonstrating how acute inflammatory signaling and its transcriptional mechanisms are conserved between zebrafish and mammals despite different pathogen susceptibility and recognition. This model includes a diverse investigatory toolbox for visualization and screening approaches to further understand innate immunity and inflammatory diseases that may be exploited while taking careful consideration of the environment and application for translational purposes.

## Methods

### Animals

Zebrafish were obtained from our experimental facilities where zebrafish are cultured following established protocols^39^,^40^. All experimental procedures followed Spanish Law for Animal Experimentation (Royal Executive Order, 53/2013), in accordance with European Union directive 2010/63/UE. Fish care and challenge experiments were reviewed and approved by the CSIC National Committee on Bioethics (approval number: 01_09032012). Adult (9 month) *wild-type* fish were intraperitoneally injected with 10 μg of LPS (Sigma L2630) or an equal volume of PBS. For each treatment and tissue (liver, kidney or muscle), 4 biological replicates (pools of 3 fish/replicate) were sampled 3 hours post-injection and stored at −80 °C until use for the microarray analysis.

### RNA isolation and cDNA transcription

RNA was extracted with TRIzol reagent (Life Technologies, Madrid, Spain) following the TRIzol manufacturer’s specifications in combination with the RNeasy Mini Kit (Qiagen, Madrid); the extracted RNA was preserved at −80 °C until use. After DNase I treatment, 1 μg of total RNA was used to obtain cDNA using the SuperScript III First-Strand Synthesis SuperMix for qRT-PCR (Life Technologies, Madrid, Spain).

### Microarray analyses

The 4 × 44 K Zebrafish Gene Expression Microarray (V3, AMADID 026437) containing 43,803 probes representing 23,207 genes was used (Agilent Technologies; Madrid, Spain). RNA quality was assessed with the Agilent 2100 Bioanalyzer and stored frozen at −80 °C until all of the RNA could be hybridized and processed simultaneously. The labelling of 2 μg of RNA (~50 μg/ml) and hybridization were carried out using the Universidad Autónoma de Barcelona microarray platform, complying with the Minimum Information about a Microarray Experiment (MIAME) standards. The signal was captured, processed, and segmented using an Agilent G2565B scanner (Agilent Technologies, Madrid, Spain) with Agilent Feature Extraction Software (v9.5) protocol GE1-v5_95 using an extended dynamic range and preprocessing by Agilent Feature Extraction v9.5.5.1.

The results for the fluorescence intensity data and quality annotations were imported into GeneSpring GX version 12.6 (Agilent Technologies). Normalized microarray data from each tissue is publicly available at GEO under Series Accession ID GSE73223. All of the control features (including the positive and negative controls and the landing lights) were excluded from subsequent analyses. Normalization was then carried out by a percentile shift at the 75^th^ percentile. Entities with an expression between the 20^th^ and 95^th^ percentiles in the raw data were retained and used in subsequent analyses. To assess genes for differential expression, the normalized log intensity ratios were analyzed with a Moderated T-test with Benjamini-Hochberg FDR multiple testing correction, and significance was established at a corrected p < 0.05. Microarray expression values were validated with qPCR expression analysis of 6 different genes.

The microarray results were compared to Molecular Signatures Database (MSigDB) sets and other previously published inflammatory models using Gene Set Enrichment Analysis (GSEA)^26^. Although there were less than 8 samples for each treatment, we kept the permutation_type parameter at a phenotype level in order to generate a more robust and restrictive analysis. ssGSEA was used to determine the degree at which the gene sets were co-ordinately upregulated or downregulated in each sample. Visualization of the transcription factor networks was performed using Cytoscape v3.0.2. The pathway networks from the GSEA results were visualized with the Cytoscape plugin Enrichment Map^41^.

For correlation analysis, significance was considered without multitest correction as in previous studies^1^,^2^. Raw microarray data of mammalian inflammatory diseases referenced in the compared studies^1^,^2^ were obtained from the GEO online repository. Similarly, mouse tissue microarray data in response to LPS were obtained from published studies^42^. To maintain consistency, all the data were reanalysed using the same parameters used throughout this study. In all cases, the most significantly correlated comparison of conditions (tissue, time post stimulation, etc.) was chosen. Homolog gene data was obtained from bioDBnet^43^ using microarray annotated Entrez Gene IDs. Curated LPS-stimulated datasets were retrieved from published studies: mouse liver and kidney (GSE35934)^42^ and bone marrow derived macrophages (GSE14769)^44^; human-derived monocytes (GSE9988)^45^ and dendritic cells (GSE14000)^46^. The datasets can be found in Supplementary Table 4. The interactions between the evolutionary conserved transcription factors were investigated using NetworkAnalyst^47^.

## Additional Information

**How to cite this article**: Forn-Cuní, G. *et al*. Conserved gene regulation during acute inflammation between zebrafish and mammals. *Sci. Rep.* **7**, 41905; doi: 10.1038/srep41905 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Table 1

Supplementary Table 4

## Figures and Tables

**Figure 1:**
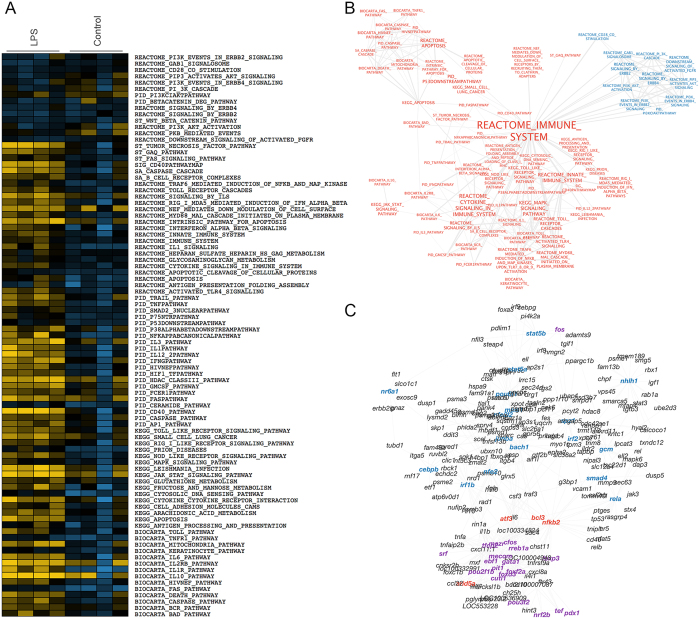
(**A**) Pathways enriched in the kidney transcriptomic response to LPS. ssGSEA was used to determine the degree to which the gene sets of the different pathways were coordinately upregulated (yellow) or downregulated (blue) in each microarray sample in response to LPS or PBS (Control). (**B**) Visualization of the pathways enriched in the kidney response to LPS. In red, the gene sets enriched in the LPS phenotype; in blue, the gene sets enriched in the control are shown. The label size is proportional to gene set size. The edge width is proportional to the number of common genes between the gene sets. (**C**) Network of transcription factors regulating the kidney gene expression in response to LPS. In red, the transcription factors differentially expressed after the LPS administration are shown. In purple, the transcription factors derived from the expression of differentially expressed genes are shown. In blue, the transcription factors based on the enrichment of their targets in GSEA are shown.

**Figure 2:**
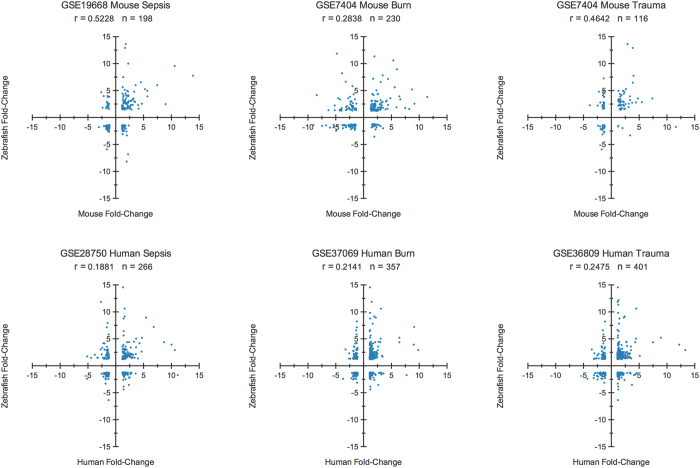
Scatter plot of the correlation between zebrafish LPS response mammal inflammatory diseases. The gene expression modulation of common significant genes in the zebrafish LPS response and mammal inflammatory diseases (Sepsis, Burn, Trauma) was evaluated. Although all of the correlations were significant (p < 0.01 in all), correlation values were variable between comparisons.

**Figure 3:**
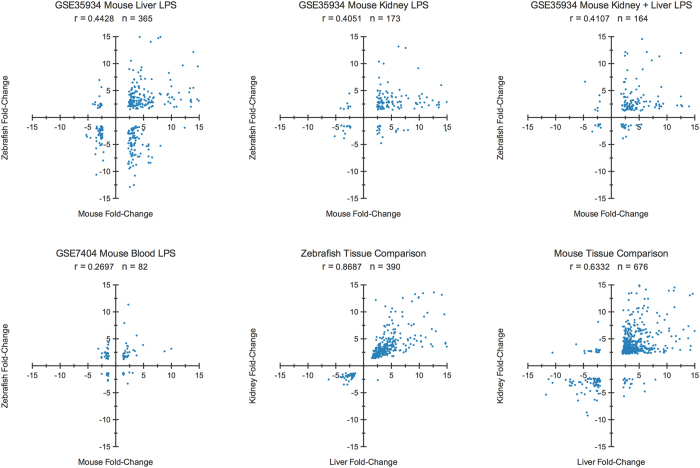
Scatter plot of the correlation between zebrafish and mouse genomic response to LPS. The gene expression modulation of common genes in the kidney, liver and both tissues shortly after LPS stimulation between zebrafish and mouse was highly correlated. However, correlation between these tissues and blood derived white-cells was poor. Gene expression correlation between the liver and kidney was also found in zebrafish and mouse. p < 0.01 in zebrafish–mouse blood correlation, p < 0.0001 in rest.

**Figure 4:**
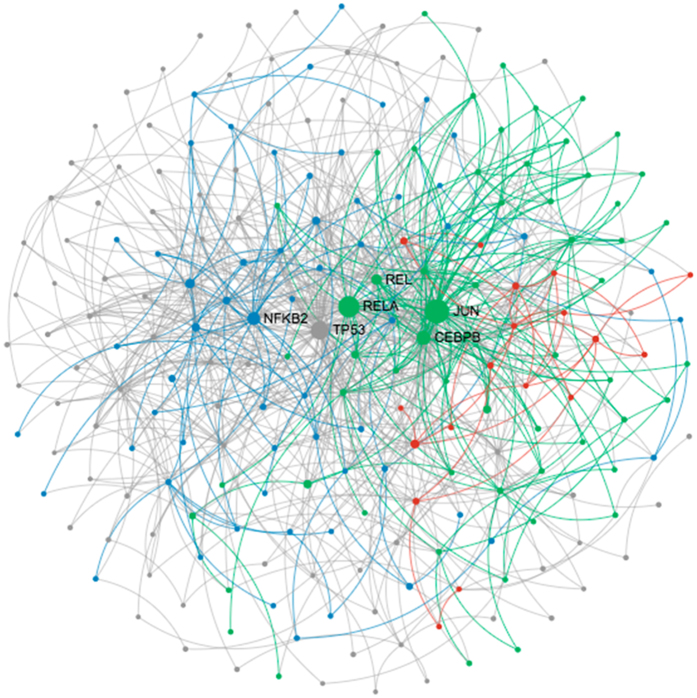
Network of evolutionary conserved genes in response to LPS. The transcription factors putatively conserved between the adult zebrafish and mouse in response to LPS stimulation were analyzed in NetworkAnalyst to produce a network of potential genes with evolutionarily conserved expression across species in which genes are shown as circles. NetworkAnalyst predicted three different significant modules in the network related to immune and stress signaling (blue), apoptosis and cellular cycle (green) and cytokine production and signaling (red).

**Table 1:** Results from the bidirectional GSEA comparison between LPS-stimulated mouse and zebrafish tissues and other LPS datasets.

Investigated dataset	Species	Mouse Dataset			Zebrafish Dataset		
		NES	p-value	FDR	NES	p-value	FDR
Upregulated in liver stimulated with LPS	Zebrafish	2.34	0	0	1.92	0	0.002
GSE14000 - Translated RNA downregulated in unstimulated DCs vs 4 h LPS	Human	2.26	0	0	2.01	0	0.001
GSE14000 - Downregulated in unstimulated DCs vs 4 h LPS	Human	2.21	0	0	1.99	0	0.001
GSE9988 – Upregulated in monocytes after LPS vs vehicle.	Human	2.16	0	0	2.32	0	0
Upregulated in kidney, liver and muscle LPS vs control	Zebrafish	2.12	0	0	1.99	0	0.001
Upregulated in kidney stimulated with LPS	Zebrafish	2.04	0	0.001	1.88	0	0.003
GSE14769 – Downregulated in unstimulated Bone Marrow Derived Macrophages vs 120 min LPS	Mouse	1.96	0	0.002	2.29	0	0
GSE35934 - Upregulated in liver stimulated with LPS	Mouse	1.92	0	0.003	2.35	0	0
GSE35934- Upregulated in kidney stimulated with LPS	Mouse	1.92	0.002	0.003	2.22	0	0

NES = Normalized Enrichment Score, FDR = Benjamini-Hochberg False Discovery Rate.

# Supplementary material for: Conserved gene regulation during acute inflammation between zebrafish and mammals
**Source:** Sci Rep. 2017 Feb 3;7:41905. doi: 10.1038/srep41905
**Supplement:** Supplementary Information

## Conserved gene regulation during acute inflammation between zebrafish and mammals

Forn-Cuní G., Varela M., Pereiro P., Novoa B., Figueras A.

Inmunología y Genómica, Institute of Marine Research (IIM), Spanish National Research Council (CSIC),  
c/Eduardo Cabello, 6, 36208, Vigo, Spain

### Supplementary Information

#### *Supplementary Figure 1*

**Scatter plot of the correlation between zebrafish LPS response mammal inflammatory diseases using all homolog genes.** The gene expression modulation of all genes in the zebrafish LPS response and mammal inflammatory diseases (Sepsis, Burn, Trauma) despite of their statistical significance was evaluated. As expected, the correlation values were poor.

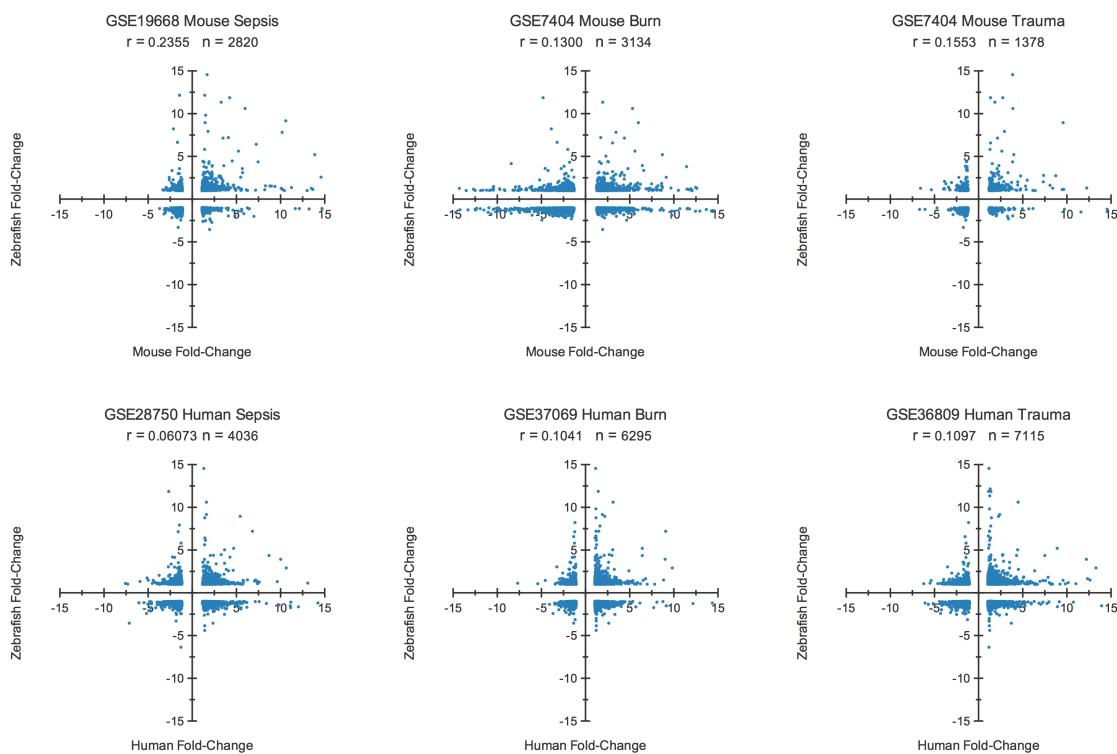

**Supplementary Table 2**

**Gene list of the top 25 most-modulated genes 3 hours after intraperitoneal LPS injection across all tissues (A), in the kidney (B) and in the liver (C).**

A. Top 25 most modulated genes in the general comparison between LPS-stimulated and control adult zebrafish.

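Fold changes here are the ratio of the geometric mean signals after LPS and PBS over the 12 arrays of each treatment. Of the genes in panel A that the arrays identify, *acod1*, listed as *irg1*, changed 16.0-fold (log2 fold change 4.00, standard error 0.53), *tnfa* 11.8-fold and *irf1b* 11.5-fold. The fold change of *ch25h* was 10.3. The gene that the lookup tables call *slc12a9* changed 1.07-fold (limma adjusted p = 1, 2 probes) and did not pass the threshold, and the files do not settle whether its probes are those of the entry in the table. Over the 3 panels, 35 fold changes could be set beside the paper's, of which 29 belong to genes well above background on at least 1 array of each treatment. All 29 had the same sign as the paper's, and 23 lay within 10% of it.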

| Gene Symbol              | Gene Name                                                                                                    | Fold-Change | FDR         |
|--------------------------|--------------------------------------------------------------------------------------------------------------|-------------|-------------|
| <i>slc12a9</i>           | Danio rerio novel protein to vertebrate solute carrier family 12 (potassium/chloride transporters), member 9 | 52.33       | 3.40E-07    |
| <i>loc100007087</i>      | basic leucine zipper transcriptional factor ATF-like                                                         | 49.86       | 3.40E-07    |
| <i>il1b</i>              | interleukin 1, beta                                                                                          | 42.46       | 3.40E-07    |
| <i>loc100536909</i>      | poliovirus receptor-related protein 3-like                                                                   | 32.55       | 1.56E-06    |
| <i>mxr</i>               | myxovirus (influenza virus) resistance F                                                                     | 31.75       | 3.50E-04    |
| <i>cxcl11.1</i>          | chemokine (C-X-C motif) ligand 11, duplicate 1                                                               | 29.78       | 3.07E-05    |
| <i>cxcl8a</i>            | chemokine (C-X-C motif) ligand 8a                                                                            | 17.55       | 1.07E-06    |
| <i>cxcl18b</i>           | chemokine (C-X-C motif) ligand 18b                                                                           | 16.67       | 8.86E-06    |
| <i>irg1</i>              | immunoresponsive 1 homolog (mouse)                                                                           | 16.14       | 1.03E-04    |
| <i>atf3</i>              | activating transcription factor 3                                                                            | 14.56       | 3.09E-04    |
| <i>ccl35.2</i>           | chemokine (C-C motif) ligand 35, duplicate 2                                                                 | 14.17       | 8.65E-04    |
| <i>loc553228</i>         | gamma-glutamyl hydrolase                                                                                     | 14.03       | 6.21E-05    |
| <i>loc100000034</i>      | chemokine CCL-C25y-like                                                                                      | 13.20       | 4.72E-04    |
| <i>si:ch211-284o19.8</i> | protein lifeguard 1                                                                                          | 12.36       | 0.040898103 |
| <i>si:dkey-40g16.6</i>   | L-amino-acid oxidase                                                                                         | 12.15       | 5.49E-04    |
| <i>socs1b</i>            | suppressor of cytokine signaling 1b                                                                          | 11.97       | 0.001584599 |
| <i>tnfaip2b</i>          | tumor necrosis factor, alpha-induced protein 2b                                                              | 11.97       | 3.21E-06    |
| <i>tnfa</i>              | tumor necrosis factor a (TNF superfamily, member 2)                                                          | 11.87       | 8.64E-05    |
| <i>irf1b</i>             | interferon regulatory factor 1b                                                                              | 11.35       | 0.00315177  |
| <i>bcl3</i>              | B-cell CLL/lymphoma 3                                                                                        | 10.60       | 0.003768386 |
| <i>lacc1</i>             | Laccase (multicopper oxidoreductase) domain containing 1                                                     | 10.17       | 6.25E-07    |
| <i>ccl34a.4</i>          | chemokine (C-C motif) ligand 34a, duplicate 4                                                                | 9.94        | 0.001755606 |
| <i>ch25h</i>             | cholesterol 25-hydroxylase                                                                                   | 9.83        | 8.08E-05    |
| <i>il6</i>               | interleukin 6                                                                                                | 9.64        | 0.001254349 |
| <i>loc100004948</i>      | TNFAIP3-interacting protein 1-like                                                                           | 9.56        | 0.002175428 |

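In the kidney, the genes of panel B had fold changes of 36.2 for *plekhs1.3*, 18.4 for *irf1b*, 15.8 for *ch25h*, 15.0 for *chst11* and 14.8 for *snap23.2*. For *plekhs1.3* the probe with the highest signal had a limma adjusted p of 0.0692, and 2 of its 3 probes passed the threshold. The genes *irf1b* and *snap23.2* did not pass it, with limma adjusted p of 0.0702 and 0.0692.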

B. Top 25 most modulated genes in the comparison between LPS-stimulated and control adult zebrafish kidney.

| Gene Symbol         | Gene Name                                                                                                    | Fold-Change | FDR         |
|---------------------|--------------------------------------------------------------------------------------------------------------|-------------|-------------|
| <i>il1b</i>         | interleukin 1, beta                                                                                          | 142.92      | 3.42E-03    |
| <i>loc100007087</i> | basic leucine zipper transcriptional factor ATF-like                                                         | 119.91      | 5.60E-03    |
| <i>cxcl11.1</i>     | chemokine (C-X-C motif) ligand 11, duplicate 1                                                               | 76.39       | 7.39E-03    |
| <i>loc100332991</i> | Danio rerio novel protein to vertebrate solute carrier family 12 (potassium/chloride transporters), member 9 | 69.17       | 3.53E-02    |
| <i>loc100536909</i> | poliovirus receptor-related protein 3-like                                                                   | 54.40       | 1.71E-02    |
| <i>loc553228</i>    | gamma-glutamyl hydrolase                                                                                     | 50.69       | 2.77E-03    |
| <i>mxfl</i>         | myxovirus (influenza virus) resistance F                                                                     | 43.71       | 2.28E-02    |
| <i>il6</i>          | interleukin 6                                                                                                | 40.84       | 4.80E-02    |
| <i>il10</i>         | interleukin 10                                                                                               | 36.09       | 8.62E-03    |
| <i>csf3</i>         | colony stimulating factor 3 (granulocyte)                                                                    | 34.07       | 3.53E-02    |
| <i>zgc:158404</i>   | similar to PLEKHS1                                                                                           | 33.79       | 2.64E-02    |
| <i>bcl3</i>         | B-cell CLL/lymphoma 3                                                                                        | 31.43       | 1.44E-02    |
| <i>cxcl8a</i>       | chemokine (C-X-C motif) ligand 8a                                                                            | 29.24       | 1.71E-02    |
| <i>tnfa</i>         | tumor necrosis factor a (TNF superfamily, member 2)                                                          | 22.47       | 0.033771582 |
| <i>lacc1</i>        | Laccase (multicopper oxidoreductase) domain containing 1                                                     | 21.91       | 7.39E-03    |
| <i>cxcl18b</i>      | chemokine (C-X-C motif) ligand 18b                                                                           | 21.32       | 0.00739431  |
| <i>pglyrp5</i>      | peptidoglycan recognition protein 5                                                                          | 19.41       | 7.39E-03    |
| <i>il4il</i>        | interleukin 4 induced 1                                                                                      | 19.39       | 1.69E-02    |
| <i>irflb</i>        | interferon regulatory factor 1b                                                                              | 19.07       | 0.032731503 |
| <i>hint3</i>        | Histidine triad nucleotide-binding protein 3                                                                 | 18.86       | 0.032508053 |
| <i>ccl35.2</i>      | chemokine (C-C motif) ligand 35, duplicate 2                                                                 | 15.98       | 2.64E-02    |
| <i>chst11</i>       | carbohydrate (chondroitin 4) sulfotransferase 11                                                             | 15.91       | 0.017057208 |
| <i>ch25h</i>        | cholesterol 25-hydroxylase                                                                                   | 15.85       | 1.71E-02    |
| <i>snap23.2</i>     | synaptosomal-associated protein 23.2                                                                         | 15.77       | 0.031728234 |
| <i>cnksr2b</i>      | connector enhancer of kinase suppressor of Ras 2b                                                            | -15.54      | 0.032508053 |

C. Top 25 most modulated genes in the comparison between LPS-stimulated and control adult zebrafish liver.

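In the liver, the background on the PBS arrays sets a lower bound for several genes of panel C. Against it, *noxo1a* was at least 9.98-fold higher after LPS, *acod1* at least 7.55-fold, *ch25h* at least 6.35-fold and *LOC567472* at least 5.43-fold. The genes measured on both sides changed 45.3-fold for *atf3*, 36.7-fold for *snap23.2*, 23.9-fold for *plekhf1*, 23.6-fold for *mpeg1.2* and 18.3-fold for *tlr5b*. Leaving out 1 array at a time kept the call, by any probe, of *noxo1a* in 2 of 8 cases, of *snap23.2* in 3, of *plekhf1* in 4 and of *atf3* and *tlr5b* in 5. By the probe that gives its fold change, *tlr5b* kept its call in 3. For *mpeg1.2*, the normalized log2 signal of PBS replicate 1 was -3.64 against -1.53 to -1.25 on the other PBS arrays. The probe named *slc12a9* was well above background on 1 of the 8 arrays, which allows no fold change.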

| Gene Symbol               | Gene Name                                                                       | Fold-Change | FDR     |
|---------------------------|---------------------------------------------------------------------------------|-------------|---------|
| <i>LOC100007087</i>       | basic leucine zipper transcriptional factor ATF-like                            | 76.49       | 2.0E-04 |
| <i>LOC100536909</i>       | poliovirus receptor-related protein 3-like                                      | 69.80       | 9.3E-03 |
| <i>slc12a9</i>            | vertebrate solute carrier family 12 (potassium/chloride transporters), member 9 | 65.87       | 2.0E-04 |
| <i>il1b</i>               | interleukin 1, beta                                                             | 46.24       | 2.5E-03 |
| <i>cxcl18b</i>            | chemokine (C-X-C motif) ligand 18b                                              | 44.76       | 3.5E-03 |
| <i>si:ch211-222m15.19</i> | si:ch211-222m15.19                                                              | 43.13       | 4.2E-03 |
| <i>atf3</i>               | activating transcription factor 3                                               | 43.10       | 1.7E-02 |
| <i>ccl20a.3</i>           | chemokine (C-C motif) ligand 20a, duplicate 3                                   | 42.49       | 1.2E-02 |
| <i>ccl35.2</i>            | chemokine (C-C motif) ligand 35, duplicate 2                                    | 35.72       | 2.5E-03 |
| <i>LOC100000034</i>       | chemokine CCL-C25y-like                                                         | 32.75       | 2.5E-03 |
| <i>cxcl8a</i>             | chemokine (C-X-C motif) ligand 8a                                               | 31.96       | 7.7E-03 |
| <i>cxcl11.1</i>           | chemokine (C-X-C motif) ligand 11, duplicate 1                                  | 29.47       | 4.3E-03 |
| <i>noxo1a</i>             | NADPH oxidase organizer 1a                                                      | 27.64       | 2.8E-02 |
| <i>irg1</i>               | immunoresponsive 1 homolog (mouse)                                              | 27.44       | 4.1E-04 |
| <i>snap23.2</i>           | synaptosomal-associated protein 23.2                                            | 26.71       | 3.4E-02 |
| <i>si:ch211-284o19.8</i>  | lifeguard 1                                                                     | 24.01       | 3.9E-02 |
| <i>ccl34a.4</i>           | chemokine (C-C motif) ligand 34a, duplicate 4                                   | 23.27       | 2.1E-02 |
| <i>diabloa</i>            | diablo, IAP-binding mitochondrial protein a                                     | -23.01      | 8.3E-03 |
| <i>plekhf1</i>            | pleckstrin homology domain containing, family F (with FYVE domain) member 1     | 22.74       | 3.2E-02 |
| <i>mpeg1.2</i>            | macrophage expressed 1, tandem duplicate 2                                      | 22.46       | 1.0E-02 |
| <i>LOC567472</i>          | uncharacterized LOC567472                                                       | 21.56       | 5.9E-03 |
| <i>tnip1l</i>             | TNFAIP3-interacting protein 1-like                                              | 19.54       | 8.3E-03 |
| <i>tlr5b</i>              | toll-like receptor 5b                                                           | 17.17       | 2.9E-02 |
| <i>ch25h</i>              | cholesterol 25-hydroxylase                                                      | 17.16       | 1.8E-02 |
| <i>irak3</i>              | interleukin-1 receptor-associated kinase 3                                      | 16.08       | 2.0E-02 |

**Supplementary Table 3**

Enrichment results for general, kidney, and muscle phenotypes using the *C3 TFT (Transcription Factor Targets)* MySigDB using GSEA.

| Dataset (Transcription Factor) |                   | All   |       |       | Kidney |       |       | Muscle |       |       |           |
|--------------------------------|-------------------|-------|-------|-------|--------|-------|-------|--------|-------|-------|-----------|
| Name                           | Overlapping genes | NES   | p-val | FDR   | NES    | p-val | FDR   | NES    | NOM   | p-val | FDR q-val |
| V\$NFKB_C                      | 65/263            | 2.075 | 0.000 | 0.005 | 1.939  | 0.000 | 0.015 | 1.710  | 0.000 | 0.182 |           |
| GGGNNTTCC_V\$NFKB_Q6_01        | 38/134            | 2.040 | 0.002 | 0.003 | 1.902  | 0.000 | 0.015 |        |       |       |           |
| V\$NFKB_Q6_01                  | 60/232            | 1.913 | 0.000 | 0.023 | 1.739  | 0.000 | 0.059 |        |       |       |           |
| V\$NFKAPPAB65_01 (RELA)        | 61/237            | 1.888 | 0.002 | 0.024 | 1.872  | 0.000 | 0.015 |        |       |       |           |
| V\$NFKB_Q6                     | 76/254            | 1.839 | 0.000 | 0.040 | 1.685  | 0.000 | 0.111 |        |       |       |           |
| V\$MEIS1BHOXA9_01 (MEIS1)      | 38/145            | 1.819 | 0.000 | 0.043 | 1.562  | 0.000 | 0.202 |        |       |       |           |
| V\$GNCF_01 (NR6A1)             | 17/78             | 1.796 | 0.010 | 0.052 | 1.656  | 0.000 | 0.137 |        |       |       |           |
| V\$NFKAPPAB_01 (NFKB RELA)     | 63/251            | 1.776 | 0.002 | 0.056 | 1.841  | 0.000 | 0.018 |        |       |       |           |
| V\$CEBPB_01 (CEBPB)            | 70/262            | 1.705 | 0.002 | 0.126 | 1.742  | 0.000 | 0.065 |        |       |       |           |
| V\$HOX13_01 (HOXA5)            | 15/46             | 1.705 | 0.010 | 0.114 |        |       |       |        |       |       |           |
| V\$CREL_01 (REL)               | 70/256            | 1.702 | 0.008 | 0.107 |        |       |       |        |       |       |           |
| V\$POU6F1_01 (POU6F1)          | 57/240            | 1.653 | 0.002 | 0.161 | 1.562  | 0.000 | 0.199 |        |       |       |           |
| YWATTWNNRGCT_UNKNOWN           | 23/70             | 1.635 | 0.010 | 0.179 | 2.191  | 0.000 | 0.015 |        |       |       |           |
| TAAYNRNNTCC_UNKNOWN            | 40/172            | 1.634 | 0.010 | 0.167 |        |       |       |        |       |       |           |
| V\$TATA_C (TAFIID)             | 75/283            | 1.594 | 0.008 | 0.230 |        |       |       |        |       |       |           |
| V\$AP1_Q4_01 (JUN)             | 69/261            | 1.582 | 0.010 | 0.240 | 1.607  | 0.000 | 0.157 |        |       |       |           |
| V\$IRF2_01 (IRF2)              | 39/125            | 1.573 | 0.016 | 0.245 | 1.751  | 0.000 | 0.056 |        |       |       |           |
| V\$IRF1_01 (IRF1)              | 74/250            |       |       |       | 1.823  | 0.000 | 0.025 |        |       |       |           |
| V\$NFE2_01 (NFE2)              | 80/272            |       |       |       | 1.720  | 0.000 | 0.086 |        |       |       |           |
| V\$TEF1_Q6                     | 55/226            |       |       |       | 1.646  | 0.000 | 0.128 |        |       |       |           |
| V\$SMAD4_Q6 (SMAD4)            | 62/241            |       |       |       | 1.664  | 0.000 | 0.134 |        |       |       |           |
| V\$GCM_Q2 (GCM1)               | 66/242            |       |       |       | 1.633  | 0.000 | 0.135 |        |       |       |           |
| V\$STAT5A_01 (STAT5A)          | 75/251            |       |       |       | 1.646  | 0.000 | 0.136 |        |       |       |           |
| V\$IRF1_Q6 (IRF1)              | 79/258            |       |       |       | 1.648  | 0.000 | 0.143 |        |       |       |           |
| V\$STAT5B_01 (STAT5B)          | 72/247            |       |       |       | 1.600  | 0.000 | 0.163 |        |       |       |           |
| V\$SPZ1_01 (SPZ1)              | 61/231            |       |       |       | 1.573  | 0.000 | 0.197 |        |       |       |           |
| V\$BACH1_01 (BACH1)            | 71/263            |       |       |       | 1.576  | 0.000 | 0.201 |        |       |       |           |
| YKACATTT_UNKNOWN               | 78/276            |       |       |       | 1.566  | 0.029 | 0.202 |        |       |       |           |
| V\$HEN1_02 (NHLH1)             | 60/198            |       |       |       | 1.529  | 0.000 | 0.246 |        |       |       |           |
| V\$AP1_01 (JUN)                | 78/267            |       |       |       | 1.505  | 0.000 | 0.248 |        |       |       |           |

How the deposited data were processed for this re-analysis (not part of the article)

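The deposited arrays measured gene expression in liver, kidney and muscle of zebrafish 3 hours after injection of LPS or PBS, with 4 arrays for each of the 6 groups and RNA from a pool of 3 fish on each array. The authors deposited a file per array from Agilent's Feature Extraction and a table of normalized values. In the array files the processed signal is an intensity per spot, from which the authors' software had subtracted the background and a spatial trend, with no scaling between arrays. The headers of these files name another version of the software and another scanner than the methods do. The authors' table holds log2 values after their shift at the 75th percentile and a further offset per probe that is the same on all 24 arrays and is not described. After centring, its values lay within 0.01 of those computed here on each array for 100% of the probes with no outlier spot on any array. The other probes were not compared, since the table keeps values for them.

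The processed signals of 43803 spots per array were converted to log2 and the 75th percentile of each array was subtracted. Spots marked as outliers by the software were left out, and the spots of each of the 43603 probes were averaged. Probes were named through RefSeq accessions and gene symbols from a table for the assembly GRCz12tu, which was used for names only. Of the probes, 25069 matched a symbol, for 12858 genes. Probes without a match were tested and took part in the adjustment for multiple testing, but no gene name was given to them. The paper states that entities between the 20th and the 95th percentile of the raw data were kept and does not state on how many arrays, so a probe was kept when at least 1 array of the comparison lay within these limits.

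LPS and PBS were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over the probes tested. Every comparison used the same rule, a gene being called when at least 1 of its probes had an adjusted p under 0.05. The comparison over all tissues used 24 arrays with no tissue term, since the methods name none, and each tissue was also fitted alone on 8 arrays. As the text describes pools sampled for 3 tissues, arrays of one pool may not be independent, and the pool was tried as a random block. Differences between tissues were tested as interactions in a fit of the 6 groups. Where no array of a group was well above background, a fold change is given as a lower bound, against the limit of detection on those arrays. The genes named are those that the paper names in its text or in Supplementary Table 2 and, in each comparison, the 5 called genes with the largest change whose LPS and PBS arrays do not overlap. Outside this rule, *nfkb2* is described in the kidney, and some further genes, such as *npsn*, are named in the additional observations.

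GSEA was programmed anew: genes were ranked by the signal-to-noise ratio with a floor of 0.2 times the mean on the SD, a running sum was weighted by 1, and the labels were permuted. All 70 relabellings were used within a tissue and the real labels with 99 random ones over all tissues. The 16 gene sets of Supplementary Table 4 were used, those with at least 10 matched genes being scored, and an FDR under 0.25 was the threshold. Mammalian symbols were matched to zebrafish symbols without regard to case, allowing a final letter or number for duplicates. Some of the 16 sets come from zebrafish and were matched by symbol in the same way. The full MSigDB collections, the mouse and human arrays, the qPCR and the transcription factor networks are not in the files and were not analysed. The functions camera and fry of limma were run on the same sets, over genes with no missing value.

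Both the calls and the enrichment were tested on simulated data, in the first case with 200 probes changed. The fits recovered 132 of them over all tissues, 68 in the kidney, 92 in the liver and 82 in the muscle, with 9, 6, 2 and 6 false calls. The enrichment found 2 of 2 planted sets and 1 of 14 others.

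The replicate numbers were checked as a pairing of PBS with LPS arrays. In the kidney, arrays of the same number had correlated deviations from their group means, with r across probes of 0.426, 0.397, 0.292 and 0.642, while in the liver and the muscle arrays of the same number did not correlate throughout. Kidney arrays of unlike number could correlate as much: r was 0.457 for PBS replicate 3 with LPS replicate 1, above the 0.292 of PBS and LPS replicate 3. A pairing in the kidney is therefore possible but not established. A block for the replicate number was an alternative in every tissue.

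The alternatives were other normalizations (quantile, a shift at the 50th percentile, and the normexp method with an offset of 50), other filters on the raw signal, blocks for slide, pool and replicate number, a term for the tissue, a fit of all arrays together, a stricter adjusted p of 0.01, averages over the probes of a gene, other set tests, and each array left out in turn. The normexp method was run on the median signal of each spot, since the files do not hold the mean signal that had been intended for it. Alternatives chosen after seeing the data were the scan day as a block, the count of target accessions, the level of a list of oocyte genes as a covariate, the correlation of liver and kidney without the genes that follow this list, and fry and camera with the replicate block. One gene that had been considered for the muscle, outside the genes described there, was left out of the table of alternatives to keep it short. Lists of genes typical of pancreas, vitellogenin, hepatocytes, skeletal muscle, erythrocytes, neutrophils and macrophages were written before the values were seen, and the list of oocyte genes afterwards.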

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

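The tests in this part of liver RNA in the kidney array, of the divisions that keep the arrays of a pool together and of a smaller share of liver RNA in the liver array, and the use of the cell type lists without a filter on the raw signal, were chosen after the results were seen. Of 159 groups of 4 arrays examined for an array far from the other 3, 13 had one. Chance alone gives such an array in about 1 in 20 groups, or 5%, which is fewer than were seen but leaves part of the 13 open to chance.

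The median background was 28 on muscle PBS replicate 2, against 22.5 to 23 on the other 3 PBS arrays, and 29 on muscle LPS replicate 1, against 25. Both arrays were on slide 6 and were the only ones of scan day 4, so the slide and the scan day cannot be separated from one another. In kidney LPS replicate 3 the median background was 21.5, against 25 on the other 3. The differences are small beside the 75th percentile of the raw signal, which was at least 379 on every array. No biological explanation was tested for them.

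On liver LPS replicate 1 the software marked 3399 spots as outliers, against 125 to 228 on the other LPS arrays, and the SD of the negative controls was 130, against 62.4 to 69.8. Kidney PBS replicate 4 had 332 outlier spots, against 33 to 42 on the other PBS arrays, which were on another slide and another scan day. These spots were left out. Without liver LPS replicate 1, 44 genes were called in the liver, in place of 82. No biological explanation was tested.

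The median of the vitellogenin list was 7.85 on kidney PBS replicate 2, against 0.00 to 0.57 on the other kidney PBS arrays. Vitellogenin is made by the liver of females. All 10 genes of the hepatocyte list were highest on the same array among the 4, which is consistent with liver RNA in that kidney pool. It was not the only such array: on kidney LPS replicate 2 the medians were 7.47 for the vitellogenin list and 6.99 for the hepatocyte list, with all 10 hepatocyte genes highest among the 4 kidney LPS arrays, so liver RNA may be present in a pool of each treatment. The sex of the fish in the pool was not tested apart from this, since the files do not give it. On muscle PBS replicate 2 the median of the hepatocyte list was 5.29, against 3.25 to 3.59 on the other 3, and no further test was made of it.

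On liver LPS replicate 2 the median of the hepatocyte list was 4.04, against 8.22 to 8.94 on the other liver LPS arrays. A lower share of liver RNA would raise the lists of other cell types on this array, and 0 of 4 lists (pancreas, erythrocyte, neutrophil and macrophage) had their highest median there. This decides little, since the macrophage list, at 2.21, equalled the highest of the others to 2 decimals, the erythrocyte list, at 4.25, was just below the highest (4.39), and all 4 lay within the range of the other LPS arrays, so a lower share stays open. The same array had the lowest value of *ccl20a.3*, 2.92, against 4.62 to 4.93 on the other LPS arrays, and the log2 fold change of *ccl20a.3* lay between 5.18 and 6.11 with each array left out, with a call in 7 of the 8 cases. What sets this array apart stays open, and a biological difference between the pools was not tested. Without it, 108 genes were called in the liver.

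On liver PBS replicate 1 the median of the pancreas list was 6.23, against 7.71 to 7.87 on the other liver PBS arrays, and *mpeg1.2* was at -3.64, against -1.53 to -1.25. The array was the only one on its slide. Without it, *mpeg1.2* stayed called, and over all arrays left out in turn its log2 fold change in the liver lay between 3.99 and 4.79. On muscle PBS replicate 3 the median of the neutrophil list was -1.16, against 0.57 to 0.82 on the other 3. No explanation of these was tested.

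A difference between tissues passed the threshold for 1 gene, *npsn*, which belongs to the neutrophil list: its LPS effect was larger in the liver than in the muscle by 5.03 on the log2 scale (standard error 0.74, limma interaction adjusted p = 0.0339). It is outside the paper's discussion and was named after its values were seen. In the liver its mean normalized log2 signal was -3.93 on PBS arrays, none of which was well above background, and -1.22 on LPS arrays. The size of the liver effect therefore depends on signals at background, and with the PBS arrays set to the background limit it is at least 1.56 in place of 2.71. In the muscle it was -1.15 after PBS and -3.46 after LPS. The other 3 probes of the gene gave differences of 2.45, 1.01 and 3.74, and none of them passed the threshold. Among 100 regroupings of the arrays within each tissue, the real one included, 3 gave at least 1 gene, and with the arrays of a pool kept together 1 of 35 divisions did, so a chance division of the arrays is excluded for the count only narrowly. The count became 0 under 3 of the alternatives and ranged from 0 to 4 with each array left out. The difference may come from more neutrophils in the liver after LPS and fewer in the muscle, a biological explanation that the median of the neutrophil list in the liver, 2.05, would fit. That is weak evidence, since the median gene of the list is *npsn* itself, measured by another of its probes, and since genes of the list can also change in the cells they belong to.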

How the results depend on the processing

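The scan day as a block, the count of target accessions, the oocyte covariate, the correlation without the genes that follow the oocyte list, and fry and camera with a replicate block were chosen after the results were seen. The other alternatives were chosen before the data were examined. Where a value moved, the cause was not tested unless one is given.

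Over all tissues, the 56 genes called became 31 when every array had to lie between the 20th and 95th percentile, 8 with the slide as a fixed block, 29 at an adjusted p under 0.01, 103 with the replicate number within tissue as a block, 145 with a tissue term, 130 with that term and the slide as a random block, 103 when target accessions were counted and 165 with the oocyte covariate. Stricter filters and thresholds test or pass fewer probes by construction. With each array left out the count lay between 38 and 79. The other alternatives kept it within 1.5 times.

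In the kidney the 11 genes became 2 under normexp, 31 under quantile normalization, 26 with the shift at the 50th percentile, 23 among probes well above background, 1 with the replicate block, 0 with the slide or the scan day as a fixed block, 30 with the slide as a random block, 50 with all 24 arrays in 6 groups, 0 at an adjusted p under 0.01, 28 when target accessions were counted and 1565 with the oocyte covariate. With each array left out it was 0 to 19, the 0 coming from 6 of the 8 arrays, with 14 without PBS replicate 3 and 19 without PBS replicate 4. All 11 genes were among the 31, the 26, the 23, the 30 and the 1565.

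In the liver the 82 genes became 37 under normexp, 137 among probes well above background, 7 with the replicate block, 15 with the slide as a fixed block, 26 with the slide as a random block, 235 with all arrays in 6 groups, 54 when the probes of a gene were averaged, 17 at an adjusted p under 0.01, 139 when target accessions were counted and 0 with the oocyte covariate. With each array left out it ran from 14 without LPS replicate 4 to 1114 without PBS replicate 2. Slides and treatments overlap in part in the liver, so the fixed block takes arrays out of the comparison.

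In the muscle the 0 genes became 2 with all arrays in 6 groups and 3 with the oocyte covariate, and stayed 0 with each array left out.

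The number of sets enriched became 7 over all tissues, 0 in the kidney and 0 in the liver by camera with an estimated correlation, and 0 in the kidney by fry, with or without the replicate block. In the muscle it became 1 when every array had to lie between the percentiles and 6 by camera with its preset correlation. With each array left out the number lay between 11 and 13 over all tissues, 0 and 12 in the kidney (0 without PBS replicate 3), 9 and 11 in the liver, and 0 and 8 in the muscle (8 without PBS replicate 2).

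The correlation of liver and kidney, 0.831, became 0.773 with the shift at the 50th percentile, 0.893 among probes well above background, 0.726 with the replicate block, 0.871 with all arrays in 6 groups and 0.187 over all genes. It reversed to -0.20 with the slide as a fixed block and to -0.66 with the scan day as a fixed block, each of which leaves 1 PBS array to compare in the kidney, and was 0.413 in the latter without the genes that follow the oocyte list. Leaving out each array gave 0.543 (without kidney PBS replicate 3) to 0.847. The share of homologs with the mouse direction fell from 83.8% to 63.8% in the kidney and from 84.7% to 68.2% in the liver when all matched genes were taken, and with each array left out it lay between 69.0% and 88.2% and between 81.7% and 86.2%.

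The count of genes whose LPS effect differed between kidney and liver, 0 by limma with 3410 probes at an unadjusted p under 0.05, became 1 under quantile normalization and was 0 to 2 with each array left out. Between kidney and muscle it was 0, with 5346 probes at an unadjusted p under 0.05, and became 1 under normexp, under quantile normalization, with the shift at the 50th percentile, with the replicate block and with the pool as a random block, and was 0 to 986 with each array left out, the highest without kidney PBS replicate 4. Between liver and muscle the 1 gene became 0 under normexp, when every array had to lie between the percentiles and with the replicate block, and 2 with the pool as a random block, and it was 0 to 4 with each array left out.

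By the probe that stands for each gene, the named genes gave 430 values under settings other than leaving out an array, over 54 combinations of gene and comparison: 315 kept their direction and their side of the threshold, 84 fell below it, 30 rose above it and 1 reversed. Leaving out each array gave 624 values, of which 512 kept both, 101 fell below, 8 rose above and 3 reversed. Among these, the genes called with every array kept their call in 12 of 56 values in the kidney, 119 of 176 in the liver and 216 of 216 over all tissues. By any probe, kidney *il1b*, *il10*, *cxcl18b* and *pglyrp5* were each called in 2 of 8 cases, without PBS replicate 3 and without PBS replicate 4. All reversals were of *slc12a9* over all tissues, with a log2 fold change of -0.036 under normexp, and a range of -0.056 (without kidney LPS replicate 4) to 0.256 (without kidney PBS replicate 4) with each array left out, beside a value of 0.10 that was not called. Scaling moved the median log2 fold change of all probes from 0.06 to -0.13 in the kidney under normexp and from -0.19 to -0.03 in the muscle under quantile normalization. Signal over background limits most the genes that are near background on the PBS arrays of the liver, for which only bounds are given.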

Differences from the paper's values

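No test of this part was chosen after the result was seen, apart from the count of target accessions and the oocyte covariate.

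Over all tissues 56 genes were called, and the paper's count is 128. Of the alternatives set before the data were examined, those within 1.5 times the paper's count were the replicate number within tissue as a block with 103 genes, a tissue term with 145, and a tissue term with the slide as a random block with 130. The other 36 remained further from it. Counting target accessions, chosen after seeing the values, gave 103.

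In the kidney 11 genes were called, and the paper's count of genes upregulated is 45. Of the alternatives set before the data were examined, quantile normalization gave 31, the slide as a random block 30 and all 24 arrays in 6 groups 50. The other 18 lay further away. Counting target accessions, chosen after seeing the values, gave 28, of which 17 have no gene symbol here.

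In the liver 82 genes were called, and the paper's count is 125. The shift at the 50th percentile gave 118, no filter on the raw signal 86, only probes well above background 137, and leaving out liver LPS replicate 2 gave 108. The other 17 lay further away. Counting target accessions, chosen after seeing the values, gave 139.

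The fold change of *slc12a9* was 1.07 over all tissues, and the paper's is 52.33. In the liver the fitted value was -1.54, and the paper's is 65.87, but only 1 of the 8 liver arrays showed the probe well above background, so this is not a measured change. None of the 10 alternatives came near either. The files do not settle whether the probe named *slc12a9* here is the one in the paper's table.

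The fold change of *csf3b* in the kidney was 3.72, and the paper's for *csf3* is 34.07. With the slide as a fixed block it was 14.0, which is within the SD between arrays of the paper's value. That number sets 3 LPS arrays against the 1 PBS array on their slide, where the probe was not well above background, so it is not a measured fold change. The other 9 alternatives did not come near. The lookup tables list *csf3* as a synonym of 2 genes, of which only *csf3b* has a probe matched here.

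The normalized enrichment score over all tissues was lower than the paper's for 6 sets of Table 1, under all of the 33 alternatives set before the data were examined. For translated RNA downregulated in unstimulated dendritic cells it was 1.56, and the paper's is 2.01. For the genes downregulated in unstimulated dendritic cells it was 1.81, and the paper's is 1.99. For the genes upregulated in monocytes it was 2.09, and the paper's is 2.32. For the genes downregulated in unstimulated macrophages it was 1.85, and the paper's is 2.29. For the genes upregulated in mouse liver it was 1.65, and the paper's is 2.35, and for those upregulated in mouse kidney it was 1.64, and the paper's is 2.22. The paper gives no error for the scores, so any difference beyond rounding is counted, and it took homologs from another table.

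The correlation of liver and kidney was 0.831, and the paper's value is about 0.87 in Fig. 3, read by eye. Of the alternatives set before the data were examined, normexp (0.836), quantile normalization (0.859), every array between the percentiles (0.847), only probes well above background (0.893), all arrays in 6 groups (0.871), and leaving out kidney LPS replicate 3 (0.847) or 4 (0.832) differed from it by no more than the 95% interval of rho allows. The other 21 did not.

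The share of homologs in the liver with the mouse direction was 84.7%, and the paper's is 68%. The limit of 1.5 times the paper's value decides nothing here, since no higher share can exceed it. The exact Clopper-Pearson interval of the share, 74.3% to 92.1%, lies above 68%. It covers counting error only, and genes are not independent replicates. When all matched genes were taken, whatever their p, the share was 68.2%. The other alternatives set before the data were examined gave 81.7% to 87.8%.

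Other statements of the paper can be set beside the values here. The paper places *junba* and *myd88* in an active subset of genes by a leading-edge analysis of gene sets. Neither was called over all tissues, but a test of single genes is another measure and does not contradict that placement. With quantile normalization, the shift at the 50th percentile, only probes well above background, a tissue term, or muscle LPS replicate 1 or 3 left out, *junba* was called, as it was with the oocyte covariate, chosen after seeing the values. *myd88* was called under none of its 17 alternatives and with none of the 24 arrays left out. The paper lists *tnfa*, *irf1b* and *snap23.2* as changed in the kidney, where their limma adjusted p were 0.0783, 0.0702 and 0.0692. It also lists *csf3*, for which only *csf3b* could be tested here (limma adjusted p = 0.556). Whether the probe of *csf3b* is the one in the paper's table is not settled, so its value does not contradict the paper's. Under quantile normalization, the shift at the 50th percentile, only probes well above background, the slide as a random block and all arrays in 6 groups, *tnfa*, *irf1b* and *snap23.2* were called. *snap23.2* was also called with every array between the percentiles and without kidney PBS replicate 4, and *irf1b* without kidney PBS replicate 3. These 3 were also called with the oocyte covariate, and *csf3b* was not called under any of 15 alternatives or with any of 8 arrays left out. The paper lists *card9* among modulated genes of the liver, where none of its 3 probes was called. It was called with the shift at the 50th percentile, with no filter on raw signal, with every array between the percentiles, with only probes well above background, with all arrays in 6 groups and without liver PBS replicate 2. The paper gives the kidney the most significant results with immunological datasets, and 11 of the 16 sets tested were enriched in both kidney and liver here. The kidney had more than the liver with the shift at the 50th percentile (11 and 10) and by camera with its preset correlation (11 and 10), and when kidney PBS replicate 2 or 4 or kidney LPS replicate 1 was left out (12 and 11) or liver PBS replicate 1 or 2 (11 and 10) or liver LPS replicate 1 (11 and 9), on sets that are only part of those the paper used. The liver had more by fry (0 in the kidney and 10 in the liver). It also had more without kidney PBS replicate 3, when the kidney had 0. The highest count under any alternative was 12 in the kidney and 13 in the liver. The paper finds enriched LPS datasets in the muscle, where 0 of 16 sets were enriched. With every array between the percentiles 1 was, by camera with its preset correlation 6 were, and without muscle PBS replicate 2 there were 8.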

Other observations

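Of the tests in this part, those of the oocyte list as ovary RNA, of the fish of each pool, of oocyte RNA for the genes higher in the liver, of the scan day for the kidney signal, of the slide for the named genes of the kidney, of the divisions that keep the arrays of a pool together, of the tissue term, and of the pancreas for the genes higher in the liver were chosen after the results were seen, and the medians of the cell type lists in the liver were taken without a filter on the raw signal after it was seen how few genes passed it.

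Regrouping the arrays tested whether chance can be excluded for each count. Of 100 regroupings of the 24 arrays, 4 against 4 within each tissue, 1 (the real one) gave as many as 56 genes over all tissues, and of 100 relabellings of the 24 arrays 1 gave as many as 13 enriched sets. These treat the arrays of a pool as independent. With the 3 tissues of a treatment and replicate number taken as 1 pool and kept together, 1 of 35 divisions of the 8 pools gave as many genes, and 1 of 35 as many sets, of which 11 were enriched when scored against these divisions, so chance is excluded for both in this way too. For the genes the margin is narrow: 1 other division, PBS 1 and 3 with LPS 1 and 4 against the rest, gave 46 genes, none of them among the 56. In the liver 1 of 35 divisions of the arrays gave as many genes and 1 of 35 as many sets, so chance is excluded for these too, and the next highest division gave 1 gene. In the kidney, where the replicate numbers may pair the arrays, the real division was compared with those that part all 4 pairs. Of these, 1 of 8 gave as many genes and 1 of 8 as many sets, and the others gave 0 genes and at most 8 sets. The smallest share that this can give is 1 in 8, so chance is not excluded if the arrays are paired. Over all 35 divisions, which take the arrays as unpaired, the next highest gave 0 genes and 8 sets. Whether the numbers pair the arrays is not settled, so chance stays open in the kidney. The counts of 0 say nothing here, since every division reaches 0: that holds for the 35 of 35 divisions in the muscle, for genes and for sets, and for the 100 of 100 regroupings for the differences between kidney and liver and between kidney and muscle. For the homologs with the mouse direction, 5 of the 8 divisions in the kidney and 8 of 35 in the liver gave a share as far from 50%. All 4 of the others in the kidney and 4 of the 7 others in the liver rested on fewer than 10 genes, and no other division had as many genes to compare as the real one, so no conclusion is drawn. For the correlation of liver and kidney 15 of 100 pairs of divisions gave a value as large, but 9 of the 14 others did so over fewer than 10 genes. Of the 35 divisions of the pools 6 did, and 2 of the 5 others over at least 10 genes. In 1 of these 2 divisions rho was 0.844 over 179 genes. Of these genes 78 followed the list of oocyte genes, against 0 of the 255 in the real division. Chance is therefore not excluded for the correlation, although that value rests in part on genes that follow the list. Divisions that followed a slide gave 0 genes in each tissue.

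The kidney PBS arrays differed in the share of spots well above background, and the array scanned with the LPS arrays, at 54.6%, lay within their range, which is consistent with an effect of the scan day. The 7 genes called there that the paper names had a median log2 fold change of 3.38 between the 3 LPS arrays of slide 4 and the PBS array on it, and of 3.67 between all 4 LPS arrays, which share its scan day, and the same PBS array. A slide or scan day effect alone would bring these values near 0, but both rest on a single PBS array, so slide, scan day and LPS cannot be told apart for these genes. Whether the scan day adds the spread that left 11 genes called in the kidney and 82 in the liver stays open: with the scan day as a block 0 genes were called, but the block leaves a single PBS array on the day of the LPS arrays.

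No gene was called in the muscle by limma, and 1235 probes had an unadjusted p under 0.05. The 6 genes called in both kidney and liver had a median log2 fold change of 1.29 in the muscle, against 4.77 in the kidney and 3.94 in the liver. With the genes that have no array above background in a group set to their bound, the medians were 0.76 in the muscle and 2.01 in the liver, so the limit written for smaller effects was met with the fitted values and missed by the value of 1.29 against the bound. These genes were also chosen by their calls in the other tissues, so smaller effects in the muscle stay open. The median residual SD in the muscle was 1.01 times that in the kidney. This met the limit written for a larger spread in the muscle, but a difference of this size decides nothing. On simulated data 82 changed probes were recovered in the muscle and 68 in the kidney.

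The cell type lists had these medians in the liver after LPS, as log2 fold changes over all their genes on the array. The neutrophil list rose by 2.05, with 5 of 5 genes higher and 1 called (*npsn*, through a probe other than the one that stands for it), and by 2.08 over the 4 genes that passed the filter, which is consistent with more neutrophils in the liver, although genes of the list may also change in cells already there and 1 of the 5, *nccrp1*, rose by only 0.06. It fell in the kidney (-0.89) and the muscle (-0.84). The macrophage list was at 0.62, with 1 gene called (*mpeg1.2*), and at 0.65 with the filter, which argues against more macrophages as the main source. The erythrocyte list was at 0.91, the hepatocyte list at -0.16 and the skeletal muscle list at 0.00. In the kidney and the muscle, in this order, the pancreas list was at 0.91 and -0.48, the vitellogenin list at 0.91 and 0.46, the hepatocyte list at -0.41 and -0.56, the skeletal muscle list at 0.59 and -0.47, the erythrocyte list at -0.31 and -0.88 and the macrophage list at -0.50 and -1.04, with 0 genes of these lists called. In the liver the vitellogenin list was at -0.26, and at -0.72 for the 1 gene that passed the filter; its genes went both ways, so the sex of the fish stays open. The pancreas list was at 0.99, and at 1.66 over the 2 of its 10 genes that passed the filter. The limit written in advance was 1, so the values fall on both sides of it and leave pancreas in the pools open as a difference between the groups. As the source of the genes called higher it is argued against, since 64 of the 68 rose by more than every pancreas gene did, the highest of which rose by 1.77, and 52 did with the 22 genes that only a bound describes set to that bound.

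A tissue term raised the genes called over all tissues from 56 to 145 and took the median residual SD to 0.842 of its value. The treatments are balanced over the tissues, so the term leaves the log2 fold change of a probe with no missing value unchanged. For such probes only the estimate of the residual spread changes. The higher count therefore follows from the fit by construction and is no separate test of a cause.

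Genes of the egg coat differed between arrays of one group. Over a list of 18 oocyte genes on the array, the median correlation between genes, after centring on the group means, was 0.946, against -0.166 to 0.436 for 200 random lists of the same size, which is consistent with ovary RNA in some pools. The list's median moved together between tissues of the same treatment and replicate number, with a median Pearson r over the 3 pairs of tissues of 0.839. For kidney and liver, the Pearson r over 8 pools had an exact permutation p within treatment of 0.0451 (adjusted p = 0.0938, Pearson r 0.945 without the 2 pools farthest from the median), and the Spearman rho was 0.905. For kidney and muscle Pearson r was 0.831 (exact permutation p = 0.262, adjusted p = 0.262, r 0.786 without the 2 farthest) and rho 0.786, and for liver and muscle r was 0.880 (exact permutation p = 0.0625, adjusted p = 0.0938, r 0.504 without them) and rho 0.714. None of the 3 passed after adjustment, so whether the fish of each pool carry it stays open.

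The list fell by 2.58 (median log2 fold change) in the liver after LPS, rose by 1.89 in the kidney and by 0.80 in the muscle, with 0 of its genes called in each tissue. Of the 14 genes called lower in the liver, 10 followed the list over the kidney and muscle arrays, against 1457 of 12858 genes on the array, which is consistent with less oocyte RNA in the liver pools after LPS as a source of these calls. The exceptions were *ccl39.1*, *diabloa*, *dtx4a* and *itm2cb*. None of the 68 genes called higher followed it, and over the kidney and muscle arrays they moved against it, with a median correlation of -0.69 after centring. By their slopes there, the fall of the list would raise them in the liver by a median of 0.85 and at most 1.47. All 68 rose by more than that, by a median of 2.53 beyond it, and 65 still did with bounded genes set to their bound (median 1.99). In the kidney, where the list rose, 67 of the 68 were higher after LPS, with a median log2 fold change of 2.17. This argues against less oocyte RNA as the whole source of their rise. A contribution stays open: all 68 lost their call with the list's median as a covariate, which overlaps with the treatment in the liver, and their median log2 fold change went from 3.27 to 2.37.

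In the kidney the oocyte covariate raised the genes called from 11 to 1565. In the liver, where the list overlaps with the treatment, the same fit took the 82 genes to 0, so no count of the liver stands beside that of the kidney, and whether oocyte RNA is why fewer genes were called in the kidney stays open. Some genes had probes called in each direction, so 1354 were higher and 213 lower. Of the 8 divisions of the arrays that part all pairs 1 gave as many, and over all 35 the largest other gave 0, but 8 divisions are too few to exclude chance. With each array left out the count was 749 to 2304. With the covariate, *tnfa*, *atf3*, *nfkb2* and *ifng1* had a limma adjusted p of 0.00387, and *ccl20a.3* one of 0.146. In the muscle the covariate gave 3 genes, *cxcl18b*, *gpr84* and *irf1b*, as many as 1 of the 35 divisions gave, and 0 with any array left out, so this test rests on every array. The covariate may also remove changes due to LPS or to other tissue in the pools.

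The correlation of liver and kidney was negative with the scan day as a block, which sets the LPS arrays of the kidney against 1 PBS array, the kidney array with the lowest median of the oocyte list (-1.01). Without the genes that follow the oocyte list in the muscle it was 0.413, which is consistent with oocyte RNA as a source of the negative value. Of the 201 genes compared, 109 followed the list.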
